# MYC regulates CSF1 expression via microRNA 17/20a to modulate tumor-associated macrophages in osteosarcoma

**DOI:** 10.1172/jci.insight.164947

**Published:** 2023-07-10

**Authors:** Bikesh K. Nirala, Tajhal D. Patel, Lyazat Kurenbekova, Ryan Shuck, Atreyi Dasgupta, Nino Rainusso, Cristian Coarfa, Jason T. Yustein

**Keywords:** Oncology, Bone disease, Mouse models, Oncogenes

## Abstract

Osteosarcoma (OS) is the most common primary bone tumor of childhood. Approximately 20%–30% of OSs carry amplification of chromosome 8q24, which harbors the oncogene c-*MYC* and correlates with a poor prognosis. To understand the mechanisms that underlie the ability of MYC to alter both the tumor and its surrounding tumor microenvironment (TME), we generated and molecularly characterized an osteoblast-specific Cre-Lox-Stop-Lox-*c-Myc^T58A^ p53*^fl/+^ knockin genetically engineered mouse model (GEMM). Phenotypically, the *Myc*-knockin GEMM had rapid tumor development with a high incidence of metastasis. MYC-dependent gene signatures in our murine model demonstrated significant homology to the human hyperactivated MYC OS. We established that hyperactivation of MYC led to an immune-depleted TME in OS demonstrated by the reduced number of leukocytes, particularly macrophages. MYC hyperactivation led to the downregulation of macrophage colony-stimulating factor 1, through increased microRNA 17/20a expression, causing a reduction of macrophage population in the TME of OS. Furthermore, we developed cell lines from the GEMM tumors, including a degradation tag–MYC model system, which validated our MYC-dependent findings both in vitro and in vivo. Our studies utilized innovative and clinically relevant models to identify a potentially novel molecular mechanism through which MYC regulates the profile and function of the OS immune landscape.

## Introduction

Osteosarcoma (OS) is the most common and highly metastatic primary bone tumor in children and adolescents (1). Despite extensive genomic aberrations, OS has no pathognomonic DNA translocation or targetable mutations (2). Thus, no effective molecularly targeted therapies for OS are currently available. However, many patients with OS present with genetically defined somatic DNA copy number alterations, such as chromosome 8q24 gain, which is noted in about 20% of patients with OS (3, 4). The 8q24 locus harbors the known oncogene *c-MYC* (*MYC*), which directly regulates several protein-coding and noncoding genes important for distinct cellular functions, including cell cycle regulation, protein biogenesis, metabolism, signal transduction, transcription, and translation (5, 6). *MYC* has been found to be deregulated in more than half of human cancers (7). Amplification of the 8q24 region and overexpression of *MYC* is seen in both high-grade premalignancy and invasive tumors and is associated with poor outcome in different human tumor types, including OS (8–12). Besides its effects on intrinsic tumor cell biology, hyperactivation of *MYC* leads to alterations in the tumor immune microenvironment (TME) in multiple cancers (13–15).

Macrophages are abundantly present cells in the TME of solid tumors, including OS, and play multifunctional roles in host defense, tissue repair, apoptosis, and tissue homeostasis by releasing a distinct repertoire of growth factors, cytokines, chemokines, and enzymes (16, 17). In mature adults, macrophages are differentiated from peripheral blood monocytes with the help of a cytokine, macrophage colony-stimulating factor 1 (M-CSF or CSF1). CSF1 not only regulates the differentiation of monocytes to macrophages but also supports monocytes/macrophages’ survival and proliferation, and macrophage motility through interaction with its receptor (CSF1R) (18). The role of intratumor oncogenic MYC in macrophage regulation has been partially explored. MYC has been found to play a key role in alternative macrophage activation (19), but knowledge of the underlying molecular pathways is scarce. Moreover, the role of MYC in the regulation of the macrophage population in the TME of OS is unknown.

We have generated an osteoblast-specific *Myc*-knockin genetically engineered mouse model (GEMM) of OS and molecularly characterized spontaneous OS tumors that arise in this model to identify MYC-dependent intrinsic and extrinsic therapeutic vulnerabilities. The murine molecular profiles were compared with the human tumor transcriptomic profile from the Therapeutically Applicable Research to Generate Effective Treatments (TARGET data set, https://ocg.cancer.gov/programs/target) and R2: Genomics Analysis and Visualization Platform data set (https://hgserver1.amc.nl/cgi-bin/r2/main.cgi?open_page=login) (20). We observed that hyperactivation of MYC was associated with a diminished leukocyte population, particularly the macrophage subpopulation, in the TME of OS. Additionally, we observed the infiltration of the macrophage cells was diminished in the OS TME for both human and mouse tumors. Our results demonstrated the role of cytokine CSF1 in macrophage recruitment to the TME in OS. Subsequently, we identified that MYC-regulated microRNA (miR) 17/20a downregulated CSF1 expression, resulting in the direct downstream effects on intratumor macrophage recruitment. Additionally, MYC was found to regulate macrophage functions, including phagocytosis, through CSF1 regulation. This is the first study to our knowledge that identifies a direct molecular mechanism of macrophage regulation in the OS TME by MYC. In addition, our potentially novel *Myc*-knockin GEMM provides valuable resources to improve our knowledge about the etiology of OS and identification of therapeutic targets for this high-risk subgroup of patients with OS.

## Results

### Development and proteotranscriptomic characterization of a Myc-knockin GEMM of OS.

Previously, we generated a conditional GEMM of OS to understand the molecular pathogenesis of disease development and progression through osteoblast-specific alteration of the *Trp53* gene (21). *Trp53* is a tumor suppressor and estimated to be mutated, or dysregulated, in 80%–90% of OS tumors (22). More recently, efforts have been made to categorize patients with OS into genetically defined subpopulations, including patients with amplified chromosome 8q24.2 region, which harbors the oncogene c-*Myc*. To further understand the role of MYC-dependent molecular and cellular tumor-intrinsic and -extrinsic profiles in OS tumor development and metastasis, we used our prior OS GEMM (referred to as the p53 model in the text). We generated a *Myc*-knockin GEMM by crossing the conditional Col 2.3-Cre *Trp53^fl/+^* mice with Lox-Stop-Lox-*c-Myc^T58A^* mice to generate Cre-Lox-Stop-Lox-*c-Myc^T58A^ Trp53^fl/+^* mice (referred to as *Myc*-knockin GEMM in the text) (Figure 1A).

The *Myc*-knockin GEMM developed rapid-onset OS tumors with a median time to sacrifice of approximately 24 weeks versus 52 weeks for the conditional p53 model (Figure 1B). In addition, we observed a high incidence of pulmonary metastasis (>60%) in the *Myc*-knockin compared with approximately 20% incidence seen in our p53 GEMM. Histological analysis of the primary and metastatic tumors validated the OS histology (Figure 1C). MYC immunohistochemical (IHC) staining showed higher protein expression in the tumor tissue of the *Myc*-knockin specimens as compared with the p53 samples (Figure 1D). Also, a significantly higher level of MYC expression was observed both at the mRNA and at the protein levels in the tumor tissue samples of *Myc*-knockin GEMMs as compared with the p53 GEMM (Figure 1, E and F).

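The Myc transcript was measured by RNA-Seq of whole tumors from 5 Myc-knockin and 4 p53-driven GEMMs, for which the authors deposited the number of reads counted on each gene. The deposited table lists it as ENSMUSG00000022346, and it lies on chromosome 15 of mm10 from 61985391 to 61990374. Its expression in CPM, edgeR's unit of counts relative to the normalized library size, was 577 ± 391 (SD, n = 5) in the Myc-knockin tumors and 54.3 ± 11.3 (SD, n = 4) in the p53-driven tumors. The log2 fold change was 3.41 (standard error 0.59, adjusted p = 0.0217 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 15365 genes). The lowest Myc-knockin tumor had 144 CPM and the highest p53-driven tumor 67.1 CPM (two-sided exact permutation test, p = 0.0159, the smallest p that 5 tumors against 4 allow). Relative to the mean of the p53-driven tumors, expression in the Myc-knockin tumors was 10.6 ± 7.20 (SD, n = 5), from 2.66 to 19.2. The paper's reported values for Figure 1F have a mean of 8.13 and an SD of 1.36, from 5.76 to 9.08. Both are RNA-Seq values of 5 Myc-knockin tumors, but their spreads differ widely, so the values may not be on the same scale. The highest values, 1045 and 905 CPM, came from M624 and M664, a pair of Myc-knockin libraries that differ from the other 7 in the RNAs they hold, so that this difference and the genotype cannot be told apart within the pair. Among the other 7 tumors, 3 Myc knockin and 4 p53 driven, the log2 fold change was 2.60 (edgeR adjusted p = 0.0300). With each tumor left out in turn, the log2 fold change stayed between 3.15 and 3.66, and its adjusted p stayed under 0.05 in 6 of the 9 fits. Scaling by library size alone, in place of edgeR's normalization, gave a log2 fold change of 3.63 with an adjusted p of 0.0659. Library sizes include reads on satellite-repeat genes, which took 81.0% of the counts in M9, so this scaling lowers the other genes there. The lowest Myc-knockin tumor then had 0.849 times the p53-driven mean.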

Further, we performed molecular characterization of the GEMMs by analyzing the tumor tissue samples using whole-tumor RNA sequencing (RNA-Seq) and total-proteome analysis. 

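Whole-tumor RNA from 9 mice was sequenced, and the authors trimmed the reads with trimGalore, mapped them with STAR to mm10 and counted them per gene with featureCounts. The deposited values are raw counts without normalization for 55367 genes in 9 columns, taken as 4 p53-driven tumors (F187, F325, F331 and F368) and 5 Myc-knockin tumors (M351, M408, M9, M624 and M664). The sample labels do not name the columns. The paper's supporting data for Fig. 2E list the 4 p53-driven names, M408 and M624 under these genotypes, and M351, M9 and M664 are assigned from the letter M alone. The columns carry no replicate numbers, so each tumor is named by its column. Between 2716322 and 17073285 reads per tumor were counted on genes, with a median of 4295475 in the Myc-knockin tumors and 8175659.5 in the p53-driven tumors. The paper's methods state ~10M paired-end reads, and every value here uses the counts. The smallest value that a library can show, taken as 3 counts, ranged from 0.114 CPM in M624 to 2.39 CPM in M9 on the scale of edgeR's normalized CPM.
The libraries also differed in ways that the paper does not describe. In F187, M351, M408 and M9, 12 satellite-repeat genes, chiefly Gm10800, took 44.3%, 67.9%, 23.2% and 81.0% of the counts, and in the other 5 libraries at most 0.0242%. Without these genes, M9 held 671790 counts and M351 872935. In the same 4 libraries the 1806 chemosensory receptor genes together had 266.0 CPM or more (relative, as for Rn7sk, to the counts outside the satellite genes), against at most 31.8 CPM in the other 5. Their counts per kilobase of exon gave each library an estimated background, which was scaled to a gene's exon length to give the background reads expected on it. Rn7sk, an RNA without a poly(A) tail, had 5.33 CPM in M624 and 9.32 CPM in M664 and at least 8858 CPM in the other 7 libraries, although the methods describe mRNA enrichment with oligo-dT probes for all samples. Both M624 and M664 are Myc knockin, so comparisons were repeated over the other 7 tumors, where exact permutation tests cannot give a p below 0.0571.

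**Figure D1:**
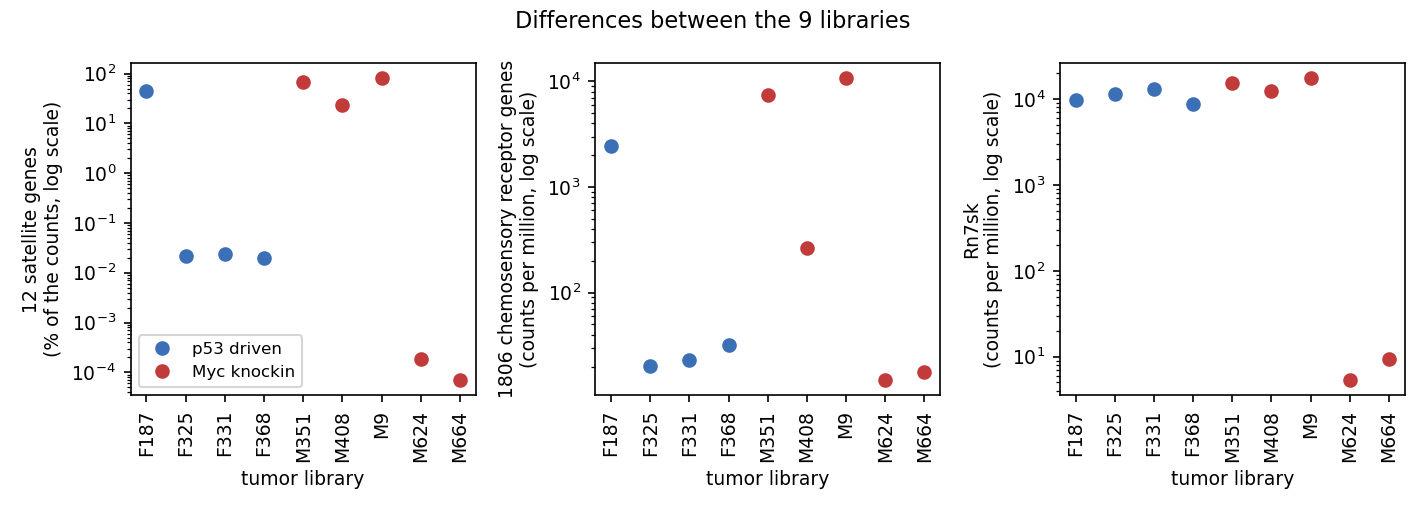
Share of counts on the satellite-repeat genes (%), summed expression of the chemosensory receptor genes (CPM) and expression of Rn7sk (CPM), each on a log scale, in the 4 p53-driven and 5 Myc-knockin libraries, with 1 point per library. F187, M351, M408 and M9 stand between 23.2% and 81.0% on the satellite-repeat genes, and M624 and M664 are under 10 CPM for Rn7sk.

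Counts were scaled by edgeR's TMM method, genes with low counts were left out by filterByExpr, and the groups were compared without covariates. The thresholds on adjusted p and fold change are the ones that the paper's methods state for its DESeq2 comparison.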

We performed a cross-species transcriptomic comparison of the GEMM molecular signatures with human OS tumors using the OS TARGET data set and R2 Genomic Analysis data set. 

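At an adjusted p under 0.05 and a fold change over 1.5, 809 of the genes tested differed between the 5 Myc-knockin and 4 p53-driven tumors in the edgeR comparison. Of these, 348 were higher and 461 lower in the Myc-knockin tumors, so that 43.0% of the calls were higher. This share depended on the scaling and the filter and was 64.5% with upper-quartile normalization, 59.7% among genes with at least 10 counts in every tumor and 56.3% with DESeq2. It was 36.8% with library size alone, 39.9% with limma-voom and 44.1% among all genes with at least 1 count. DESeq2 called 2258 genes, among them 805 of the 809, all in the same direction. The setting that raised the count most, chosen after seeing the data, left out the 4 libraries with satellite reads and called 4595 genes between 3 p53-driven tumors and the Myc-knockin pair M624 and M664. With single tumors left out in turn, the count ranged from 5 genes without F368 to 1588 without M9. Over the 7 tumors other than M624 and M664, 660 genes were called, 258 higher and 402 lower, and 397 of them were among the 809. The values of the groups did not overlap for 1990 genes, 13.0% of those tested, where chance gives 1.59%, and 767 of the genes called were among them.
Genes without a symbol, or with a symbol of the Gm or Rik kind, were left out of the rankings that follow. Among genes called without overlap between the groups and with a mean of at least 10 CPM in the higher group, the largest increases were in Rps6ka6, Epha8, Camkv, B4galnt4 and Dlk1. Their p53-driven means were between 0.418 and 0.730 CPM, near the smallest values the libraries can show. Rps6ka6 had a log2 fold change of 6.67 and a mean of 37.7 ± 20.1 CPM (SD, n = 5) in the Myc-knockin tumors. With single tumors left out, its log2 fold change ranged from 6.00, without F331, to 9.04, without F187. F187 had 7 counts of Rps6ka6, with 3.6 expected as background, and F331 and F368 had 0. B4galnt4 had 3 counts or fewer in every p53-driven tumor and its mean was at least 39.3-fold higher in the Myc-knockin tumors. That mean, 20.1 CPM, came mostly from M624, at 62.7 CPM, against 3.98 to 12.2 CPM in the other Myc-knockin tumors. In M9, Camkv and B4galnt4 had 5 counts each, with 4.7 and 4.8 expected as background, and in M351 Dlk1 had 6 counts, with 6.4 expected. Epha8 had 2.38 CPM in M408 against 2.37 CPM in F187, so its groups were barely apart. It was called in 3 of the 9 fits that left out one tumor. Without M624 and M664 its log2 fold change was 4.55 (edgeR adjusted p = 0.140). The largest decreases by the same criteria were in Bglap2 (log2 fold change -5.42), Bglap (-5.34), Dcstamp (-5.02), Oscar (-4.68) and Calcr (-4.44). Bglap2 and Bglap are paralogs that lie side by side on chromosome 3, from 88377736 to 88378699 and from 88383501 to 88384464, so that reads may have been divided between them.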

We noted that 2,743 genes were differentially expressed at the transcriptional level (*P* < 0.05) between *Myc*-knockin and p53 tumors, with 1,055 downregulated and 1,688 upregulated (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.164947DS1). Subsequently, a comparison of gene set enrichment analysis (GSEA) using differentially expressed genes from *Myc*-knockin and p53 GEMM tumors to the OS TARGET data set was performed. This demonstrated our *Myc*-knockin GEMM closely resembled the high-*MYC*-expressing human OS tumor subtype with 3,147 positively and negatively enriched overlapping gene sets between mouse and human samples (Supplemental Figure 1B). Specifically, we identified concurrent alterations in the innate and adaptive immune response, myeloid and leukocyte-mediated immunity, macrophage migration, chemotaxis, differentiation, and CSF signaling for our GEMM and human OS TARGET data set (Figure 1G and Supplemental Table 1). 

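Gene sets were tested with fgsea on the mouse Reactome collection, in which 693 sets had between 15 and 500 tested genes, ranked by the signed root of edgeR's F statistic. At an adjusted p under 0.25, the threshold of the paper's methods, 250 sets were higher and 238 lower in the Myc-knockin tumors. Ranking by DESeq2's Wald statistic moved these counts most, to 306 higher and 352 lower. Among the tumors other than M624 and M664, 441 sets passed, 194 of them higher. A total as large as that of the 2 genotypes arose in 6 of 100 splits of the 9 tumors into groups of 4 and 5, the split by genotype included. Innate Immune System (434 genes) had a normalized enrichment score of -1.95, and Adaptive Immune System (337 genes) had -1.93 (fgsea adjusted p = 7.6e-09). Cytokine Signaling in Immune system had a score of -1.97, and Interleukin-3, 5 and GM-CSF signaling (37 genes) had -1.96 (fgsea adjusted p = 0.00116). Fcgamma receptor dependent phagocytosis had a score of -2.40. The human tumors of this comparison were not analysed here.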

Besides immune-related signatures, which had significantly negative normalized enrichment scores for both our murine and human MYC-hyperactivated data sets, we also observed common enrichment scores in numerous other gene sets/pathways. Besides enrichment of MYC target genes (HALLMARK MYC TARGETS V1 and V2), we found positive enrichment in DNA replication, RNA processing and splicing, and amino acid metabolism, alongside common negative enrichment in cell-cell adhesion, oxidative phosphorylation, fatty acid metabolism, and antigen presentation (Supplemental Table 1). 

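The hand-written sets for these processes were tested with limma's camera, adjusted over 19 sets, and each tumor's mean log2 CPM was compared by a two-sided exact permutation test. The set named MYC-linked nucleolar genes also holds genes of other functions, such as Ldha, Odc1, Cdk4 and Slc19a1. Its genes rose by a mean log2 fold change of 1.55, with 50 of 50 tested genes higher (camera adjusted p = 4.6e-16). Of these, 20 were called with adjustment over all genes and 44 with adjustment over the list alone. The genes for DNA replication rose by 1.30 on the log2 scale, with 37 of 37 higher (camera adjusted p = 1.4e-11). RNA splicing rose by 0.66, with 60 of 66 genes higher (camera adjusted p = 9.5e-05), but its scores overlapped between the groups (exact permutation p = 0.0794). Amino acid metabolism rose by 1.26 (camera adjusted p = 0.000852). Without M624 and M664 it rose by 0.47 and no longer passed (camera adjusted p = 0.179). Reactome's DNA Replication set had a normalized enrichment score of 2.56, its mRNA Splicing set 2.43 and its Metabolism of amino acids and derivatives set 1.74.
Cell-cell adhesion fell by 0.27 on the log2 scale (camera adjusted p = 0.0112), and the tumor scores overlapped (exact permutation p = 0.0635). Antigen presentation fell by 0.25, with 15 of 25 genes lower (camera adjusted p = 0.0124) and a permutation p of 0.175, and Reactome's set for folding and peptide loading of class I MHC had a score of -2.29. The genes for oxidative phosphorylation had a mean log2 fold change of 0.33, with 57 of 81 higher (camera adjusted p = 0.689). Their value was -0.32 without M624 and M664 (camera adjusted p = 0.00017) and 0.79 without the 4 libraries with satellite reads (camera adjusted p = 1.9e-05). The genes for fatty acid metabolism had a mean log2 fold change of -0.08 (camera adjusted p = 0.513), and Reactome's Fatty acid, triacylglycerol, and ketone body metabolism set had a score of -1.18 (fgsea adjusted p = 0.229). The sets' results depended most on the correlation assumed between genes. When camera estimated it from the data, in place of its preset 0.01, none of the 19 sets passed an adjusted p under 0.05, and 1 passed an unadjusted p under 0.05.

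**Figure D2:**
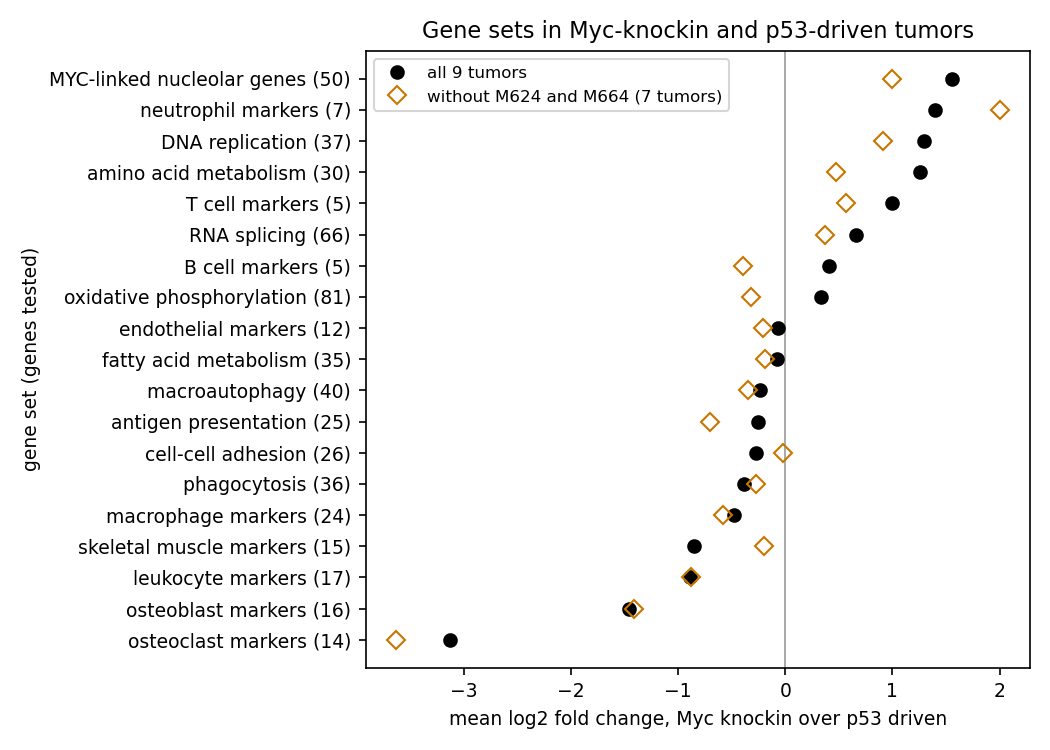
Mean log2 fold change (Myc knockin over p53 driven) of the tested genes in each of the 19 hand-written gene sets, with the number of genes in parentheses, for all 9 tumors (filled circles) and for the 7 tumors other than M624 and M664 (open diamonds). The MYC-linked nucleolar genes stand at 1.55 for all 9 tumors, and the oxidative phosphorylation genes stand on opposite sides of 0 in the 2 comparisons.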

In summary, based on histopathology and proteotranscriptomic analysis, we provide evidence of a strong correlation between the phenotypic and molecular profiles of the murine *Myc*-knockin model and high-*MYC*-expressing patient OS tumors.

### Molecular characterization of OS syngeneic mouse models and cell lines.

To develop resources for additional molecular and therapeutic studies, we generated and characterized GEMM-derived OS cell lines and syngeneic tumor models. Supplemental Figure 2A represents the schematic diagram of how the OS cell lines and the syngeneic mouse models were generated. Similar to the GEMM, the expression of MYC was significantly increased at the protein and mRNA levels in cell lines (*P* < 0.01 and *P* < 0.01) and syngeneic tumor models (*P* < 0.05 and *P* < 0.05) derived from the *Myc*-knockin as compared with the p53 tumors (Figure 2, A–D). The *Myc*-knockin cells were more proliferative than the p53-driven cells in vitro (Figure 2E). Further, we analyzed the MYC phosphorylation status at Ser62 position in *Myc*-knockin cell lines as it contributes to the stabilization of MYC protein. We observed that all *Myc*-knockin cell lines had phosphorylated Ser62 MYC (Supplemental Figure 2B). Other than Ser62 phosphorylation, threonine at amino acid position 58 also plays an important role in MYC protein stability as a phosphorylation site for subsequent ubiquitination recognition (23). This *Myc*-knockin model has the point mutation T58A; thus, it lacks any phosphorylation at that position, which has been previously demonstrated in another *Myc*-knockin model (24). We observed mice injected intra-tibially with *Myc*-knockin syngeneic cell lines rapidly developed tumors with a high incidence of metastatic disease like the spontaneous *Myc*-knockin GEMMs. Tumors were palpable 1–2 weeks after injection, and mice were sacrificed at roughly 3–4 weeks, with 60%–80% of syngeneic mice developing metastatic tumors primarily in the lung. In the case of p53-driven cell lines, those injected mice took approximately 2–3 weeks to develop a palpable tumor, and the time of sacrifice ranged from 6–12 weeks. We also noticed that the p53 cells injected in syngeneic mice were less metastatic in nature over the experimental time course, with only 10%–20% of the mice developing metastasis. These results demonstrate the aggressive nature of the *Myc*-knockin model and the utility of the syngeneic cell lines derived from the GEMM to recapitulate tumor development and progression, which can be used as valuable resources for downstream molecular and pharmacological studies.

### MYC suppresses immune cell infiltration to the TME in OS.

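Marker genes of immune cells, listed by hand, were compared between the 5 Myc-knockin and 4 p53-driven tumors with the same whole-tumor counts. The leukocyte markers had a mean log2 fold change of -0.89, with 14 of 17 genes lower (camera adjusted p = 7.5e-05). Their mean log2 CPM was 3.73 ± 0.58 (SD, n = 5) in the Myc-knockin tumors and 4.76 ± 0.25 (SD, n = 4) in the p53-driven tumors. Of the 17 genes, 3 were called with adjustment over all genes and 11 with adjustment over the list alone. Without M624 and M664 the difference in mean log2 CPM was -1.01. The phagocytosis genes had a mean log2 fold change of -0.39, with 24 of 36 lower (camera adjusted p = 0.000707), and their tumor scores overlapped between the groups. The macroautophagy genes had -0.23, with 21 of 40 lower (camera adjusted p = 0.0326). They kept this direction but no longer passed with library size alone, with at least 10 counts in every tumor, without M351 or without M9. Without the 4 libraries with satellite reads they had -0.090 (camera adjusted p = 0.989). The T cell markers (0.99), B cell markers (0.41) and neutrophil markers (1.39) had positive mean log2 fold changes and camera adjusted p values of 0.337, 0.689 and 0.593. These 3 sets held 5, 5 and 7 tested genes, and their directions reversed in some settings, the neutrophil markers to -1.04 without the 4 libraries with satellite reads.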

GSEA of *Myc*-knockin and patient transcriptomic data identified that innate and adaptive antitumor immune response–related pathways were significantly downregulated in the high-MYC murine and human tumors as compared with low-MYC tumors (Supplemental Table 1). 

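Ptprc (ENSMUSG00000026395) lies on chromosome 1 of mm10 from 138062861 to 138175708. Its RNA-Seq expression was 33.9 ± 17.7 CPM (SD, n = 5) in the Myc-knockin tumors and 86.4 ± 24.6 CPM (SD, n = 4) in the p53-driven tumors. The log2 fold change was -1.37 (standard error 0.46, adjusted p = 0.0922 from edgeR's quasi-likelihood test), which did not pass the threshold. DESeq2 gave -1.39 with an adjusted p of 0.0444, which did. The highest Myc-knockin tumor, at 54.4 CPM, was below the lowest p53-driven tumor, at 63.2 CPM. Among the 7 tumors other than M624 and M664 the log2 fold change was -0.90 (edgeR adjusted p = 0.113). With each tumor left out in turn it stayed between -1.60 and -1.04. The counts in the smallest libraries were low, with 53 in M351 and 57 in M9, of which 20.6 and 22.8 were expected as background.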

Specifically, we observed that the expression of *Ptprc* (CD45, a pan-hematopoietic cell marker) was significantly lower at the transcript (*P* < 0.05) and protein levels (*P* < 0.05) in the *Myc*-knockin tumors (Figure 3, A and B). IHC for CD45 on tumor tissue samples also showed a significant reduction in their expression in the *Myc*-knockin tumors as compared with the corresponding p53 tumors (Figure 3C).

To further validate our findings, we found a negative correlation between *MYC* and *PTPRC* mRNA expression in the human TARGET (*r* = –0.36, *P* < 0.001) and Kuijjer et al. (20) data sets (*r* = –0.25, *P* = 4.3 × 10^3^) (Figure 3D and Supplemental Figure 3A). In addition, high *PTPRC* mRNA expression was associated with a better prognosis compared with low *PTPRC* expression in the TARGET data set (*P* < 0.05) and trended toward significance in the Kuijjer data set (*P* = 0.059) (Figure 3E and Supplemental Figure 3B).

To further analyze the immune subpopulation, we performed a CIBERSORT analysis of our RNA-Seq data that gave us the fraction of 22 immunocyte types in OS tumor samples (Supplemental Figure 4). 

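CIBERSORT and its signature matrix were not used here, and macrophage markers listed by hand were compared in their place in the 5 Myc-knockin and 4 p53-driven tumors. The 24 tested markers had a mean log2 fold change of -0.48, with 15 lower and 9 higher in the Myc-knockin tumors (camera adjusted p = 0.0124). Their mean log2 CPM was 4.46 ± 0.70 (SD, n = 5) in the Myc-knockin tumors and 5.10 ± 0.41 (SD, n = 4) in the p53-driven tumors, and the groups overlapped (two-sided exact permutation test, p = 0.127). Of the 24 markers, 3 were called, Csf1r, Cd68 and Tyrobp, both with adjustment over all genes and over the list alone. The set no longer passed in 3 of the 9 fits that each left out one tumor. As many as 21 of 100 splits of the tumors gave a mean log2 fold change of the 24 markers as large as the genotypes did. To set the macrophage markers against the leukocyte markers, the mean log2 CPM of the latter was taken off that of the former in each tumor. The 18 leukocyte and 25 macrophage markers with at least 1 count were used, those below the filter on low counts included. Macrophages are leukocytes too, so the difference does not separate them from other leukocytes. This difference was 0.897 ± 0.256 (SD, n = 5) in the Myc-knockin tumors and 0.527 ± 0.443 (SD, n = 4) in the p53-driven tumors, a change of 0.37 that the spread between tumors covered (exact permutation p = 0.175).

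**Figure D3:**
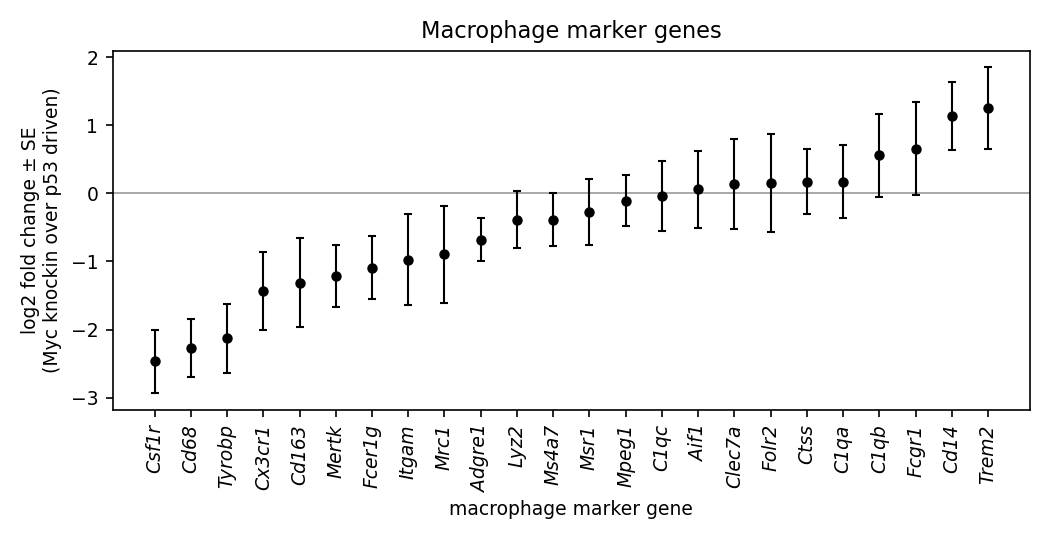
Log2 fold change (Myc knockin over p53 driven) with its standard error from edgeR for each of the 24 macrophage markers, ordered by value. Csf1r, Cd68 and Tyrobp stand between -2.47 and -2.13, and Trem2 is the highest at 1.25.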

We observed a significant reduction in the macrophage population in the *Myc*-knockin tumor samples (*P* < 0.05) (Figure 3F). The expression of *Cd68* mRNA transcript, a macrophage marker, was also significantly decreased in the *Myc*-knockin GEMM tumor tissue samples as compared with the p53-driven tumors (*P* < 0.01) (Figure 3G). 

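Cd68 (ENSMUSG00000018774) lies on chromosome 11 of mm10 from 69664213 to 69666153. Its expression was 49.0 ± 22.8 CPM (SD, n = 5) in the Myc-knockin tumors and 238 ± 125 CPM (SD, n = 4) in the p53-driven tumors. The log2 fold change was -2.27 (standard error 0.42, adjusted p = 0.0229 from edgeR). The highest Myc-knockin tumor had 85.8 CPM and the lowest p53-driven tumor 127 CPM. Among the 3 Myc-knockin and 4 p53-driven tumors outside the pair M624 and M664, the log2 fold change was -2.71 (edgeR adjusted p = 0.0297). It ranged from -2.55 to -1.85 with single tumors left out. Scaling by library size alone, satellite reads included, gave -2.19 with an adjusted p of 0.153. The paper states a reduced macrophage population in the Myc-knockin tumors from its CIBERSORT analysis, with the Cd68 transcript and F4/80 staining as further measures of it. In tumors grown from injected cell lines, the paper also reports a lower macrophage share of leukocytes by flow cytometry.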

We validated this reduction of macrophage population in the TME of OS with IHC staining on paraffin-embedded GEMM tumor tissue samples using F4/80 antibody, which is a specific mouse macrophage marker (Figure 3H), which showed reduced macrophage population in the TME of *Myc*-knockin tumors. In addition, we observed that *Cd68* mRNA expression was negatively correlated with the *Myc* mRNA expression in the TARGET (*r* = –0.38, *P* < 0.0005) and Kuijjer data sets (*r* = –0.17, *P* = 0.05) (Figure 3I and Supplemental Figure 3C) and had prognostic significance, with higher *CD68* expression being associated with improved patient survival (Figure 3J and Supplemental Figure 3D). These findings not only further define a prominent role for macrophages in OS tumor biology but also validate our potentially novel murine *Myc*-knockin OS model for its ability to recapitulate human OS.

After identifying the direct association between elevated *Myc* expression and decreased immune infiltration, we applied FACS analysis on an orthotopic model using syngeneic murine high- and low-*MYC*-expressing cell lines to analyze the immune landscape of OS tumor (gating strategies shown in Supplemental Figure 5). The total CD45^+^ cells (hematopoietic cells) (*P* < 0.0001), as well as the macrophage population (*P* < 0.0001), were significantly lower in the *Myc*-knockin samples as compared with the p53-driven syngeneic tumor tissue samples (Figure 3, K and L). In summary, we identified that MYC regulates the OS TME by modulating immune cell populations, specifically macrophages. Additionally, macrophage-associated genes, *PTPRC* and *CD68*, are related to poor patient outcome.

### Myc hyperactivation downregulates the cytokine CSF1 in the TME of OS.

To explore the mechanism underlying the alteration of the macrophage population in *Myc*-knockin OS TME, we investigated molecular alterations in macrophage maturation and recruitment. Our proteotranscriptomic analysis identified significant downregulation in the expression of *Csf1* in the *Myc*-knockin OS tumors as compared with the p53-driven tumor both at the protein (*P* < 0.01) and transcript levels (*P* < 0.0001) (Figure 4, A and B). Moreover, IHC staining for CSF1 validated lower protein expression in *Myc*-knockin GEMM tumors as compared with the p53-driven tumors (Figure 4C). 

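Csf1 (ENSMUSG00000014599) lies on chromosome 3 of mm10 from 107741048 to 107760469. Its RNA-Seq expression was 31.4 ± 14.4 CPM (SD, n = 5) in the Myc-knockin tumors and 249 ± 80.6 CPM (SD, n = 4) in the p53-driven tumors. The log2 fold change was -3.0 (standard error 0.42, adjusted p = 0.0148 from edgeR). Every Myc-knockin tumor, at 49.4 CPM or less, was below every p53-driven tumor, at 180 CPM or more. Without M624 and M664 the log2 fold change was -2.77 (edgeR adjusted p = 0.0241). It stayed between -3.21 and -2.72 with single tumors left out, and its adjusted p rose above 0.05 when F325, F331 or F368 was the tumor left out. No other setting changed its call. The lowest counts, 50 in M351 and 62 in M9, held 5.9 and 6.6 reads expected as background. Markers of osteoblasts were lower in the same tumors, by a mean log2 fold change of -1.46 over 16 genes. The protein measurements were not analysed here.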

To validate this finding in human samples, we investigated the correlation between *CSF1* and *MYC* mRNA expression in human OS tumors using the TARGET data set and available institutional patient-derived xenograft (PDX) samples. Interestingly, we observed a negative correlation between the *CSF1* and *MYC* expression for both the TARGET data set (*r* = –0.37, *P* < 0.0005) and the OS PDX samples (Figure 4, D and E). We also observed that a higher transcript expression level of *CSF1* was correlated with a good prognosis for patients with OS (Figure 4F). Besides *CSF1*, *IL-34* is an important ligand of CSF1R, so we further investigated the mRNA expression of *Il-34* in the *Myc*-knockin and p53-driven tumor tissue samples. 

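Il34 (ENSMUSG00000031750) lies on chromosome 8 of mm10 from 110741829 to 110805924. It had few reads in the RNA-Seq, with between 3 and 57 counts per tumor. Its expression was 2.42 ± 0.999 CPM (SD, n = 5) in the Myc-knockin tumors and 1.81 ± 1.06 CPM (SD, n = 4) in the p53-driven tumors. The log2 fold change was 0.40 (standard error 0.70, adjusted p = 0.753 from edgeR), within the spread between tumors (two-sided exact permutation test, p = 0.397). Of the 3 counts in M351 and the 4 in M9, 2.2 and 2.4 were expected as background. The direction reversed, to -0.045, without the 4 libraries with satellite reads. A difference in Il34 was not detectable at this depth.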

We noticed there was no significant difference in the *Il-34* expression between the *Myc*-knockin and p53-driven tumor samples (Supplemental Figure 6), so we subsequently focused on the regulation and role of *Csf1* in hyperactivated MYC OS tumorigenesis.

To demonstrate that MYC modulates *CSF1* expression in OS, we used transient knockdown of the *Myc* transcript levels in *Myc*-knockin cell lines and the MYC–degradation tag (MYC-dTAG) protein degradation system using the murine F331 cell lines generated in our laboratory. The dTAG system allows real-time selective degradation of a target protein as a useful alternative to genetic methods for target validation. For the dTAG system, we stably expressed the FKBP12F36V-MYC^T58A^ construct in a low-*Myc*-expressing murine OS cell line (F331) described here as F331-dTAG-MYC cell line. Application of dTAG induced rapid, reversible, and selective degradation of FKBP12F36V-MYC^T58A^ fusion protein both in vitro and in vivo (Supplemental Figure 7).

After knockdown of the *Myc* transcript via Myc siRNA (si*Myc*), we observed a significant upregulation in the *Csf1* expression when compared with the corresponding scrambled control (*P* < 0.05) (Figure 4G). Furthermore, our complementary MYC-dTAG protein degradation model showed upregulation of *Csf1* upon exposure of the F331-dTAG-MYC cells to dTAG-v1 or dTAG-13 compounds. The *Csf1* expression level was substantially upregulated after the MYC degradation at the transcript and protein levels (Figure 4, H and I). Therefore, MYC negatively regulates the expression of CSF1. Subsequently, we were interested in investigating MYC-mediated mechanisms of CSF1 suppression. Additionally, to understand the role of MYC overexpression in OS regulating *Csf1r* expression in tumor-associated macrophages, we analyzed their expression at transcription and protein levels. CSF1R expression was significantly lower in *Myc*-knockin tumor compared with p53-driven tumor samples (Supplemental Figure 8, A and B). 

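Csf1r (ENSMUSG00000024621) lies on chromosome 18 of mm10 from 61100598 to 61132149. The paper's text does not name the assay behind Supplemental Figure 8A, and the values here are from the RNA-Seq of the tumors. Expression was 56.7 ± 34.9 CPM (SD, n = 5) in the Myc-knockin tumors and 315 ± 120 CPM (SD, n = 4) in the p53-driven tumors. The log2 fold change was -2.47 (standard error 0.47, adjusted p = 0.0243 from edgeR). The tumor nearest to the other group was M664, at 113 CPM, and the lowest p53-driven tumor had 241 CPM. Outside the pair M624 and M664 the log2 fold change was -2.58. It ranged from -2.86 to -2.16 with single tumors left out, and F331, at 495 CPM, was far above the other p53-driven tumors. With library size, satellite reads included, as the only scaling the log2 fold change was -2.50, with an adjusted p of 0.108.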

Subsequently, we performed coculture in vitro studies using RAW 264.7 cells, which are an established mouse macrophage cell line, and OS cells to assess the effect of MYC expression on expression of *Csf1r* in the population. We observed a significant reduction in the expression of *Csf1r* when RAW 264.7 cells were cultured with hyperactivated *Myc*-knockin cell lines compared with p53-driven cell lines (Supplemental Figure 8C).

### Myc represses Csf1 expression by empowering the miR-17/20a axis.

To investigate the *Myc*-dependent mechanism of regulation of *Csf1* expression, we noted TargetScan predicted a binding region (1059–1065 nt) on *Csf1* mRNA for miR-17-92 family members (Supplemental Figure 9, A and B) (25), which are MYC-mediated miRs. MYC regulates the expression of several miRs, including the polycistronic miR-17-92 cluster, by binding to their promoter region in both humans and rodents (26–28). For a better understanding of miR-17-92 cluster activities, we focused on the function of miR-17 and miR-20a, 2 members of the miR-17-92 cluster. The expression of miR-17-5p and miR-20a-5p was significantly higher in the *Myc*-knockin compared with the p53-driven GEMM tumor tissue samples (*P* < 0.05) (Figure 5A). Further, we validated the MYC-dependent regulation of miR-17-5p/20a-5p expression using transient knockdown of MYC in mouse *Myc*-knockin cell lines and the MYC-dTAG protein degradation system using the F331-dTAG-MYC cells. The expression of miR-17-5p/miR-20a-5p after transient MYC knockdown and via the dTAG-MYC degradation resulted in the downregulation of miR-17-5p (*P* < 0.01 and *P* < 0.01) and miR-20a-5p (*P* < 0.001, 0.05) expression (Figure 5, B and C), thus validating a role for MYC in the regulation of miR-17-5p and miR-20a-5p expression in OS.

Further, to examine the role of miR-17-5p/20a-5p on *Csf1* regulation, we performed both gain- and loss-of-function studies using miR-17/20a inhibitors and mimics. *Myc*-knockin cell lines, which have significantly elevated levels of miR-17-5p/20a-5p expression, were treated with the inhibitors, whereas the p53-driven cell lines, in which miR-17-5p/20a-5p expression was lower, were used with mimic treatment. As shown in Figure 5D, after the treatment with miR-17-5p/20a-5p inhibitors, the expression of *Csf1* was significantly upregulated (*P* < 0.05), whereas miR-17/20a mimics reversed these effects and led to a downregulation of *Csf1* expression (*P* < 0.05) (Figure 5E). We established that miR-17-5p/20a-5p is responsible for at least part of the mechanism by which *MYC* regulates the *Csf1* expression in OS.

### Myc mitigates macrophage cell infiltration to the TME of OS and phenotypic function.

After identifying that the macrophage population was substantially diminished in the *Myc*-knockin OS tumors, we were interested in investigating the role of MYC in dictating this cellular microenvironmental feature. First, we examined the effects of elevated intrinsic MYC OS levels on the migration and proliferation of RAW 264.7 cells, using a Transwell coculture assay in an in vitro setup (Figure 6A). The OS cells, either *Myc* knockin or p53 driven, were cultured in the bottom chamber, and RAW 264.7 cells were seeded in the top chamber; the migratory potential of RAW 264.7 cells was monitored. In the wells with the *Myc*-knockin OS cells, we observed significantly lower amounts of macrophage migration compared with p53-driven OS cells (Figure 6B). To validate the role of MYC in this migration, we used 2 independent loss-of-function models, including si*Myc* and direct protein degradation via the dTAG system. A significant increase in the macrophage migration was observed after si*Myc* treatment compared with the scramble control in OS cells (Figure 6C). Migration was also increased after direct MYC protein degradation using the dTAG system (Figure 6D). These results demonstrate that MYC negatively regulates the macrophage cell infiltration to the TME of OS.

After validating the role of MYC in macrophage migration, we examined MYC’s involvement in dictating macrophage functions, particularly polarization and phagocytosis. To show the effect of MYC on the polarization of macrophage cells, we cultured RAW 264.7 cells in the conditioned media (CM) collected from the cell culture supernatants of the *Myc*-knockin and p53-driven cell lines (schematic diagram shown in Figure 6E). In a control experiment, RAW 264.7 cells were stimulated in vitro with cytokine pairs LPS and IFN-γ or IL-4 and IL-13 to transform them into the M1- and M2-like macrophage subpopulations, respectively. The morphology of the transformed cells was analyzed, and the M1- and M2-related genes (*Cd86* and arginase 1 [*Arg1*], respectively) were quantified at the transcriptional level (Supplemental Figure 10, A–C). We observed an upregulation in the expression of *Arg1* in the RAW 264.7 cells cultured in the *Myc*-knockin cell line CM compared with the p53-driven cell lines (Figure 6F). Moreover, we observed similar gene expression changes when we treated the RAW 264.7 cells with IL-4 and IL-13 cytokines (Supplemental Figure 10B). *Cd86* expression was not significantly different when it was compared between the experimental groups (Supplemental Figure 10D). To verify the MYC-dependent macrophage transformation, we cultured RAW 264.7 cells in the CM collected from the si*Myc*-knockdown OS cell culture supernatant and compared gene expression with that of the siScr control cell culture. A significant reduction in the *Arg1* expression (Figure 6G) and enhancement in the *Cd86* were observed in the RAW 264.7 cells cultured in the MYC-knockdown OS supernatant culture (Supplemental Figure 10E).

Last, we analyzed if enhanced MYC expression in OS affects the phagocytic nature of macrophage cells. To establish the role of *Myc* in macrophage phagocytosis, we used transient gene and protein knockdown via si*Myc* and the dTAG protein degradation system. RAW 264.7 cells were cultured in the CM collected from *Myc*-knockin cell lines treated with si*Myc* or siScr control. RAW 264.7 cells were cultured in the CM collected from either dTAG-v1– or DMSO-treated F331-dTAG-MYC cells. A significant enhancement in the phagocytosis was observed for the RAW 264.7 cells cultured in the CM from si*Myc*-treated (*P* < 0.05) and dTAG-v1–treated (*P* < 0.0001) cells compared with the corresponding controls (Figure 6, H and I).

In addition, we determined if MYC-regulated CSF1 modulates macrophage functions including their migration, phagocytosis, and proliferation in the OS TME. To examine the role of MYC-mediated CSF1 in macrophage cell migration, we used a Transwell coculture model (Figure 6A). As shown in Supplemental Figure 11A, after transient knockdown of *Csf1* expression in OS cells, we observed a significant reduction in the RAW 264.7 cell migration toward the OS cells compared with the scramble control. Our p53-derived cell lines were used for the *Csf1*-knockdown experiment as their expression was relatively higher. After validating the role of CSF1 in the RAW 264.7 cell migration, we performed a rescue experiment using the F331-dTAG-MYC cell line to determine the role of MYC-dependent CSF1 in macrophage cell migration. Specifically, we used the dTAG-v1 to degrade the MYC protein followed by transient knockdown of the *Csf1* gene to examine their role in macrophage cell migration. Supplemental Figure 11B shows after dTAG-v1 treatment, migration of macrophages increased and later decreased followed by the *Csf1* knockdown. We also observed that macrophage proliferation was significantly enhanced in the presence of CSF1 (Supplemental Figure 11C). We conclude that MYC is sufficient to regulate the CSF1 expression in the OS tumor, which orchestrates the migration of macrophages in the TME of OS.

In summary, we demonstrated that intratumor MYC dictates environmental macrophage cell migration and functions, particularly polarization and phagocytic properties, in the TME of OS.

### Selective in vivo pharmacological degradation of Myc improves immune cell infiltration to the TME of OS.

To validate the MYC-dependent regulation of the immune infiltration and macrophage functions, we used the dTAG protein degradation approach in vivo. F331-dTAG-MYC cells were injected intra-tibially into C57BL/6 mice, and upon detection of palpable tumor, mice were randomized to receive treatment either with dTAG-v1 or with vehicle control for 2 weeks intravenously via retro-orbital injection. Figure 7A shows the schematic diagram for the dTAG-v1 treatment. Tumor volume was significantly reduced after 2 weeks of dTAG-v1 treatment when compared with the placebo control group (Figure 7B). As shown in Figure 7C, after 2 weeks of treatment, overall CD45^+^ cell populations were significantly enhanced in the dTAG-v1–treated group as compared with the placebo control. The macrophage population was also significantly enhanced after the treatment compared with the placebo control group (Figure 7D). Effective MYC protein degradation was noticed after dTAG-v1 treatment (Figure 7E). The analysis of miR-17/20a transcript expression showed a significant reduction after the dTAG-v1 treatment (Figure 7F). Together, these data support the involvement of MYC in the immune-suppressive TME in OS by regulating the macrophage population (Figure 7G).

## Discussion

Despite surgical advancements and multidrug systemic chemotherapy, the overall survival for patients with OS has had minimal improvements over the last 3 decades (29). The rarity of this disease, the tumor cell heterogeneity, and the lack of targetable robust oncogenic mutations make it very challenging to study and cure a significant number of patients with OS. While there is a lack of identifiable targetable mutations, OS has recurrent chromosomal copy number alterations encompassing gains and losses of key oncogenes or tumor suppressor genes. Amplification of c-MYC is seen in a significant portion of OS tumors and conveys an overall poor prognosis. We have established and characterized a potentially novel conditional osteoblast-specific *Myc*-knockin GEMM to understand the pathophysiology of OS tumors and the role of MYC in the TME modulation. Moreover, we demonstrated the critical role of MYC in regulating macrophages in the TME and its impact on the generation of more aggressive tumors.

MYC oncogene is considered a master regulator of many processes, including cell cycle entry, ribosome biogenesis, and metabolism, and its expression is dysregulated in more than half of human cancers (10, 30). We previously generated a conditional osteoblast-specific OS GEMM by altering the *Trp53* status (21, 31). However, the *Trp53*^fl***/***+^ *Myc*-knockin GEMM we have generated and comprehensively characterized has high *Myc* expression at the mRNA and protein levels with accelerated osteosarcomagenesis and metastatic potential compared with the previously reported *Trp53^fl/+^* OS GEMM model (21). We subsequently generated murine OS cell lines and applied them toward orthotopic syngeneic tumor models for additional molecular and therapeutic studies. Our potentially novel *Myc*-knockin OS GEMM closely resembles the high-*MYC*-expressing human OS subtype and has significant homology to genomic and biological phenotypes seen in these tumors. Through the integration of innovative murine models of OS and bioinformatics analysis of human OS data sets, we have identified a likely novel immune-regulatory function of MYC in OS tumor biology.

We established that hyperactivation of MYC suppresses immune cell infiltration, including macrophages in the OS TME. Recent studies elucidate the role of MYC in TME modulation as well as in the host immune response in multiple tumor types (14, 32, 33). The macrophage has been reported to be the most abundant immune cell infiltrate to the TME of solid tumors, including OS (34), and is involved in regulating other immune cell functions and matrix remodeling that leads to tumor-suppressing or -promoting microenvironments (35, 36). Recently, Lee et al. reported similar findings in the triple-negative breast cancer tumor, where they found elevated *MYC* expression was associated with lower overall immune cell infiltration, including the macrophages in the mouse models and patient data (37). MYC has been found to be associated with immune-suppressive TME in lung and pancreatic cancer models (32).

The role of a macrophage in tumor progression for OS remains to be fully elucidated, in part due to the contrasting roles they play depending on their polarization. The excessive macrophage infiltration in the TME and its association with the patient’s clinical outcome depend on the cancer diagnosis. The abundance of macrophages in the TME of colorectal and gastric cancer is associated with a good prognosis whereas macrophage abundance in breast, head and neck, glioma, melanoma, and prostate cancers confers the worst prognosis (38–40). Macrophages are highly plastic cells and can polarize into different subpopulations, such as M1- or M2-like macrophages, depending on the microenvironmental signals in the TME. On the one hand, M2-like macrophages promote the immune-suppressive TME by recruiting regulatory T cells, inhibiting the T cell function by controlling the expression of programmed cell death ligand 1 and cytokines IL-10 and TGF-β (41, 42), and inhibiting macrophage phagocytosis by upregulating the expression of sirtuin (43). On the other hand, M1-like macrophages take part in the adaptive anticancer immune response by enhancing antigen presentation, activating adaptive immunity, and enhancing phagocytosis (35). We noted an inverse correlation between the hyperactivation of *Myc* and the abundance of macrophage populations in the TME of OS of our murine model. The human TARGET and R2 data sets also show a negative enrichment of the macrophage population in the abundance of MYC expression. Additionally, the higher macrophage population was associated with the OS patient’s good prognosis. Similar to our finding, the abundance of macrophages was associated with reduced metastasis and improved survival in high-grade OS (44). However, it should be noted that the overall macrophage population and patient outcome depend on the tumor type. The levels of *CD68*, a macrophage marker, correlated with an adverse prognosis in glioblastoma, kidney renal clear cell carcinoma, hepatocellular carcinoma, lung squamous cell carcinoma, and thyroid carcinoma and a favorable prognosis in colorectal cancer, OS, and kidney chromophobe (44–49). We think the heterogeneity of phenotypes is behind the inconsistency of these functions in various cancer types.

As CSF1/CSF1R has been identified as the principal pathway that controls macrophage survival and differentiation from progenitor or circulating monocytes to macrophages (50, 51), we examined the role of CSF1 in MYC-associated macrophage regulation in the TME of OS and identified a potentially novel MYC*/*miR-17-92/CSF1 axis that directly contributes to this alteration in the TME. MYC regulates the miR-17/20a expression by directly binding to their UTR (28, 52). The miR-17-92 family is overexpressed in various human cancers, including lung, breast, colon, B cell lymphoma, gastric, and retinoblastoma, where they regulate several genes important for cell cycle progression and metastasis (53–56).

Furthermore, we demonstrated MYC-dependent macrophage polarization, phagocytosis, and migration to the TME of OS. Currently, 2 macrophage-centered approaches are in clinical trials. One includes eliminating tumor-associated macrophages and the other repolarizing tumor-promoting macrophages into pro-inflammatory M1-like macrophages. The blocking of the CSF1/CSF1R axis by targeting CSF1 or CSF1R is in clinical trials to eliminate the tumor-promoting macrophage population (57). But the results are contradictory; in a recent breast cancer clinical trial, the use of neutralizing anti-CSF1R and anti-CSF1 antibodies, along with the small-molecule inhibitors of CSF1R, showed an enhancement in the metastasis without altering primary tumor growth (58). Another study observed a strong correlation between the clinical chemotherapy response and a higher expression of CD4/CD68/CSF1R gene signatures in OS (59). These results indicate that the role of the CSF1/CSF1R system is far more complex than it seems and requires further investigation as a therapeutic target.

CSF1 regulates macrophage proliferation, function, and infiltration to the TME. The association of the macrophage population abundance with the disease prognosis dramatically depends on the tumor subtypes, so targeting the CSF1/CSF1R pathway may vary greatly depending on the tumor subtypes. So, before targeting the macrophage or CSF1/CSF1R pathway, one must consider the tumor subtype and its genetic drivers. We noticed in the case of *Myc*-knockin OS that CSF1 expression was low and had a more aggressive and metastatic tumor. So, targeting CSF1 might not be a rational approach in this subpopulation of patients. The other approach, which might be clinically beneficial for patients with OS and for effective therapy development, is the use of drugs that can polarize the M2-like macrophage population to M1 macrophages. Based on the available preclinical and clinical data, for example, mifamurtide showed some benefits in OS treatment and has approval from the European Medicines Agency, but further investigations are required to define its role in the treatment of patients with OS (60). Other potential molecules that could be used to transform the M2-like macrophage phenotype to M1-like phenotypes include linear 3-O-methylated galactan, CD40 agonist, zoledronic acid, statins, trabectedin, and TLR ligands (e.g., imiquimod and CpG) (61–64). But all these approaches require additional investigation before being used in the clinical setup.

We and others think that innate immune cells, especially macrophages, play an essential role in inhibiting the initiation and development of cancer (35), and reorienting and polarizing tumor-associated macrophages toward the M1-like macrophage is the holy grail of macrophage-mediated cancer therapy (65, 66). Our preclinical mouse model will help in screening the small molecules including the immune modulators, macrophage polarizers, and a combination of drugs to target this aggressive tumor subtype and provide more insight into the OS tumor biology. Future studies also include further dissecting the role of macrophages in MYC-driven OS by evaluating the cell-cell communication between the macrophage and OS cells as well as modulation of the macrophage population. In addition, additional mechanistic studies will assess the effects of stably altering miR-17/92 expression in OS cells to determine the in vivo effects of these miRs. Presently, systemic administration of anti-miR therapy is very exploratory, and results can often be difficult to interpret or use to make definitive conclusions.

Overall, our study is the first to our knowledge to successfully demonstrate a MYC-dependent regulation of the OS TME. We have identified a likely novel molecular mechanism in which MYC hyperactivation leads to the downregulation of *Csf1* through increased miR-17-92 expression, resulting in diminished macrophage presence in the TME of OS. Thus, perturbations of direct MYC activity, or downstream effectors, such as miR-17/92 family members, can have potent effects on enhancing the tumor immune microenvironment and therapeutic benefit for this high-risk group of patients with OS.

Our studies using a c-*Myc*–knockin OS GEMM and cell line models identified that hyperactivation of c-MYC is sufficient to inhibit the CSF1 expression associated with the macrophage proliferation and localization to the TME of OS. We established the involvement of MYC-dependent miR-17/20a in the regulation of *Csf1* resulted in those phenotypes. Thus, we identified a potentially novel molecular mechanism through which MYC regulates the CSF1 expression. This leads to alterations in the macrophage population and an immunosuppressive TME.

## Methods

### Generation of Myc-knockin GEMM.

*Myc*-knockin GEMM was generated by crossing Col2.3-Cre *Trp53^fl/+^*and Lox-Stop-Lox-*Myc^T58A^* mice, which were developed and obtained from the Sears lab (Oregon Health & Science University) (24). The Col2.3-Cre *Trp53^fl/+^* mouse model was generated by crossing mice expressing Cre recombinase under the transcriptional regulation of the osteoblast-specific promoter Col2.3 with *Trp53*-floxed mice and represented as p53-driven mice (21). Genotyping primer details are given in Supplemental Table 2A. The IACUC approved the experimental protocol (AN-5225). All experiments were performed per relevant guidelines and regulations.

### Generation of an OS syngeneic mouse model and cell lines.

Primary murine tumor OS cell lines were generated by dissociating the GEMM OS tumor using Miltenyi Biotec Tumor Dissociation Kit (catalog 130-096-730). OS cell lines were cultured in DMEM supplemented with 10% FBS and 1% pen/strep and maintained at 37°C with 5% CO_2_. All cell lines were routinely checked for Mycoplasma contamination. Alkaline phosphatase staining (NBT/BCIP, catalog no-11697471001, Roche) was performed according to the manufacturer’s instruction to confirm the OS cell type. A syngeneic mouse model was generated by injecting 1 × 10^6^ OS tumor cells intra-tibially into C57BL/6 mice (The Jackson Laboratory).

### Cell proliferation assays.

Growth assays were performed by plating 1,000 cells per well in a 96-well dish. Cell growth was assessed daily by the addition of the Cell Counting Kit-8 (CCK-8) reagent, according to the manufacturer’s instructions (CCK-8 assay kit; Dojindo Laboratories). Each cell line was plated in triplicate, and the value presented represents the average of the samples.

### Transfection of siRNA in OS cell lines.

In vitro transfections were performed in 6-well plates (2 × 10^5^ cells) for OS cells derived from the *Myc*-knockin and p53-driven GEMMs, using Lipofectamine RNAiMAX (Invitrogen) as recommended by the manufacturer. For the transfection experiments, cells were plated 24 hours before the experiment. For each candidate gene, 2 predesigned gene-specific siRNAs (MilliporeSigma) were tested in parallel with scrambled control (MilliporeSigma) as well as a blank with the transfection agent only. The most effective siRNAs for *Myc* and *Csf1* were selected (catalog SASI_Mm01_00157478 and SASI_Mm02_00308073, MilliporeSigma) for further experiments. Cells for mRNA evaluation were harvested 48 hours posttreatment, while those for protein evaluation were harvested at 72 hours.

### Quantitative real-time PCR.

Total mRNA and miR were extracted by using the RNeasy Mini Kit (QIAGEN) and miRNeasy Mini Kit (QIAGEN), respectively, as recommended by the manufacturer. In brief, after removing the medium, cells were washed twice with cold PBS and lysed in RLT lysis buffer (QIAGEN) for 5 minutes at room temperature. For tumor tissue samples, around 30 mg of tumor sample was homogenized in either triazole for miR isolation or RLT lysis buffer for total RNA isolation using the tissue homogenizer. Lysates were stored at –20°C before the RNA isolation. RNAs were quantified using Thermo Fisher Scientific NanoDrop 2000. We used 1 μg RNA for cDNA synthesis using qScript cDNA SuperMix (Quantabio). Real-time PCR with iQ SYBR Green SuperMix (Bio-Rad) was performed using gene-specific primer pairs (QIAGEN/MilliporeSigma) utilizing the StepOnePlus real-time PCR machine (Applied Biosystems). The hsa-miR-17-5p and 20a-5p miRCURY LNA miRNA PCR Assay Kits were used to quantify the miR expression. The relative mRNA expression was calculated with the ΔΔCT method. A list of primers is given in Supplemental Table 2B.

### Western blot analysis.

After removing the medium, cells were washed twice with cold PBS and lysed in ice-cold RIPA lysis buffer (50 mM Tris-Cl, pH 7.4; 150 mM NaCl; 1% NP-40; 0.25% Na-deoxycholate) supplemented with protease inhibitors and phosphatase inhibitors (Roche) for 15 minutes at 4°C. Lysates were harvested and centrifuged at 13,000*g* for 10 minutes to remove the cell debris, the supernatant was collected, and the protein concentration was determined using the bicinchoninic acid assay (Pierce) and stored at –20°C before the analysis. For tumor tissue samples, around 50 mg of tumor sample was homogenized in the RIPA lysis buffer using the tissue homogenizer, and the supernatant was collected similarly as described above for the cell lines. A total of 30 μg of protein was electrophoresed in a 4%–15% precast gel (Mini-PROTEAN TGX) SDS-PAGE under reducing conditions. iBlot 2 dry blotting system was used for transferring the protein to the PVDF membrane. After blocking the blot with 5% BSA in PBS, the blots were probed overnight with antibodies (c-MYC 1:1,000, ab32072, Abcam; CSF1 1:1,000, ab233387, Abcam; phospho-cMYC Ser62 1:1,000, 13748, Cell Signaling Technology; GAPDH 1:1,000, AB2302, MilliporeSigma). Blots were incubated with the appropriate secondary HRP-conjugated antibodies for 1 hour, and the signal was detected utilizing MilliporeSigma Immobilon Western chemiluminescent HRP substrate. Quantification and statistics Western blots were visualized and quantified using ImageJ software version 1.53e (NIH). Statistical significance was determined by Student’s 2-tailed *t* test.

### IHC.

Primary as well as metastatic tumor tissue samples from the *Myc*-knockin GEMM were fixed in 10% formalin at the time of tumor harvest, paraffin-processed, and sectioned. For IHC analysis, sections were deparaffinized, rehydrated, and boiled in a microwave for 20 minutes in 10 mM citrate buffer (pH 6.0) for antigen retrieval. VECTASTAIN Elite ABC kit (Vector Laboratories) following the manufacturer’s instructions was used for visualization. For control, IgG isotype (Thermo Fisher Scientific catalog 02-6102) was used instead of primary antibody, wherever indicated. Tumor sections were stained with hematoxylin and eosin and analyzed with the help of Baylor core pathologists for OS tumor characterization. IHC slides were visualized using the phase-contrast microscope (BX53 Biological Microscope, Olympus).

### SymphonyFACS analysis.

Tumors were excised from the syngeneic mice and dissociated using the gentleMACS Dissociator (Miltenyi Biotec) according to the manufacturer’s protocol. Cells were passed through the 70 μm cell strainer to remove cell clumps. RBCs were lysed using 1× RBC lysis buffer (eBioscience, Thermo Fisher Scientific, catalog 00-4300-54). After centrifugation at 200*g* for 5 minutes, the supernatant was discarded, and cells were resuspended into 1 mL of FACS buffer (PBS with 5% FBS) followed by the staining with 0.1% fixable viability stain (BD Biosciences, catalog 565388) along with 10 μL of brilliant stain buffer plus (catalog 566385) for 10 minutes at 4°C. Cells were surface-stained with a premixed fluorescence conjugated mAb cocktail for 30 minutes at 4°C in the dark. The cocktails were prepared with CD45-BUV805 (catalog 748370), F4/80-BV 421 (catalog 565411), CD11B PE-CF594 (catalog 562287), CD3 BV711 (catalog 740665), CD19 BUV 395 (catalog 565965), and Siglec-F PE (catalog 552126). After washing, cells were fixed in 2% PFA for 30 minutes at 4°C and finally resuspended in 0.5 mL of FACS buffer and stored at 4°C before analysis. Data were acquired on 5-laser FACSymphony (BD FACSymphony A5 Cell Analyzer). Analysis was performed using BD FACSDiva software v. 6.0 and FlowJo 10.8.0 (Tree Star, Inc). Gating strategies for immune cells were used as follows: total leukocytes CD45^+^, macrophages CD45^+^CD11B^+^F4/80^+^.

### dTAG protein degradation system.

A Nobel degradation tag (dTAG) system was used to selectively target the MYC protein degradation. The dTAG system provides a linker that links FKBP12-F36V fused with MYC protein to ubiquitin ligase and then degrades it through the ubiquitin-proteasome system as described previously by Nabet and Roberts (67). We have generated a syngeneic murine OS cell line (F331-dTAG-MYC), which was originally derived from a Col2.3-Cre/*Trp53^fl/+^* GEMM tumor, with a low level of endogenous c-MYC, but stable overexpression of the FKBP12F36V-MYC^T58A^ construct (stable cell line production courtesy of Tong Liang and Charles Lin, Baylor College of Medicine). Commercially available dTAG-v1 (Tocris, Bio-Techne Corporation, catalog 6914) and dTAG-13 (Tocris, Bio-Techne Corporation, catalog 6605) at a concentration range from 10 nM to 1 μM were used to selectively degrade MYC protein.

### In vivo MYC protein degradation.

We injected 1 × 10^6^ viable F331-dTAG-MYC cells expressing FKBP12F36V-MYC^T58A^ into 4-week-old C57BL/6 mice through intra-tibial injection. Before injection, cells were tested for Mycoplasma contamination. Mice were routinely monitored for the tumor and after the confirmation treated for 2 weeks either with the vehicle control (*n* = 3 biologically independent mice) or with dTAG-v1 (2 mg/kg, *n* = 4 biologically independent mice) through the retro-orbital injection. The dTAG-v1 was formulated in 20% solutol (MilliporeSigma), 5% DMSO, in 0.9% sterile saline. After 2 weeks of treatment, tumors were harvested and dissociated for the FACSymphony analysis using the gentleMACS dissociator (Miltenyi Biotec). Protein and RNA samples were prepared from the tumor samples and stored at –80°C before analysis. All experiments were adherent to institutional standards.

### Tumor-conditioned media collection.

Both *Myc*-knockin and p53-driven OS cell lines were cultured separately in DMEM supplemented with 10% FBS and 1% pen/strep. Once grown to 90% confluence, media were discarded and rinsed with PBS. Cells were then incubated with fresh DMEM without any supplement for 24 hours; the CM were collected and centrifuged at 200*g* for 5 minutes to remove cell debris. The supernatant was filtered with a 0.20 μm syringe filter and stored at −20°C before use. We also collected CM from the *Myc* and *Csf1* siRNA–knockdown cell lines as well as the corresponding Scr control cells.

### Coculture experiment.

The GFP-labeled murine macrophage cells, RAW 264.7 (gifted by Ananth V. Annapragada, Texas Children’s Hospital, Baylor College of Medicine), were cocultured with the murine OS cells in DMEM supplemented with 10% FBS and 1% of pen/strep and maintained in a humidified atmosphere with 5% CO_2_ at 37°C. Before coculture, RAW 264.7 cells were transiently transfected with GFP plasmid (Addgene plasmid 176015), and GFP-positive cells were FACS-sorted using the BD FACSAria II Cell Sorter. *Myc*-knockin and p53-driven OS cells were cocultured separately with GFP-labeled RAW 264.7 cells at a ratio of 1:4 (RAW 264.7/tumor cells) for 72 hours. After coculture, GFP-labeled-RAW 264.7 cells were FACS-sorted by BD FACSAria II Cell Sorter, and *Csf1R* mRNA expression was analyzed in the RAW 264.7 cells using semiquantitative PCR.

### Monocyte differentiation to M1/M2-like macrophages.

An established mouse macrophage cell line, RAW 264.7, was used for the polarization/differentiation experiment. For M0- to M1-like macrophage differentiation, RAW 264.7 cells were treated with IFN-γ (20 ng/mL) and LPS (100 ng/mL) whereas for the M2-like macrophage transformation treatment was with IL-4 (20 ng/mL) and IL-13 (20 ng/ mL) for 48 hours. Before the cytokine treatment 5 × 10^5^ RAW 264.7 cells were seeded in a 6-well plate containing DMEM, 10% FBS media, and 1% pen/strep overnight.

### Migration assay.

Migration assays were analyzed in a 24-well Boyden chamber. We seeded 1 × 10^5^ tumor cells on the bottom chamber containing the complete media with 10% FBS whereas the 5 × 10^4^ RAW 264.7 cells on the top chamber were suspended in 100 μL serum-free media. After incubation at 37°C for 48 hours, cells were fixed and stained with 0.1% crystal violet. Random fields were quantified using ImageJ.

### RNA-Seq library preparation and sequencing.

Tumor tissue samples collected from the GEMMs, both *Myc* knockin and p53 driven, were used for RNA-Seq. RNA samples underwent quality control assessment using the RNA tape on Tapestation 4200 (Agilent) and were quantified with Qubit Fluorometer (Thermo Fisher Scientific). The RNA libraries were prepared and sequenced at the University of Houston Seq-N-Edit core per standard protocols. RNA libraries were prepared with QIAseq stranded total RNA library kit (QIAGEN) using 500 ng input RNA. mRNA was enriched with Oligo-dT probes attached to pure mRNA beads (QIAGEN). RNA was fragmented, reverse-transcribed into cDNA, and ligated with Illumina sequencing adaptors. The size selection for libraries was analyzed using the DNA 1,000 tape Tapestation 4200 (Agilent). The prepared libraries were pooled and sequenced using NextSeq 500 (Illumina), generating ~10 million 2 × 76 bp paired-end reads.

### RNA-Seq analysis.

Paired-end reads were trimmed using trimGalore software (https://github.com/FelixKrueger/TrimGalore; commit ID 4edff97), mapped using STAR (68) against the UCSC mm10 genome build, and quantified with featureCounts (69). Differential expression analysis was performed using DESeq2 R package 1.28.1 (70). The *P* values were adjusted with Benjamini and Hochberg’s approach for controlling the false discovery rate. Significantly differentiated genes between the comparisons were identified by applying the criteria of adjusted *P* value < 0.05 and fold-change exceeding 1.5 times. Pathway enrichment analysis was carried out using the GSEA (http://software.broadinstitute.org/gsea/index.jsp) software package; significance was achieved for adjusted *q* value < 0.25.

### Global proteomic analysis.

Global proteomic analyses were performed through the BCM Proteomics Core for frozen tumor samples isolated from the *Myc*-knockin and p53-driven GEMMs. Tumor tissues were crushed on a liquid nitrogen–cooled steel block with mechanical action. The homogenized tissues were then transferred to Eppendorf tubes and resuspended in 50 μL of ammonium bicarbonate + 1 mM CaCl_2_, snap-frozen in liquid nitrogen, and thawed at 42°C. This freeze/thaw step was repeated 3 times, and then the samples were boiled at 95°C for 2 minutes with vortexing at 20-second intervals and kept for proteolytic digestion. After isolation, protein concentrations were measured with the Bradford assay. A total of 50 μg of total protein was processed via 2-step trypsin digestion. First, proteins were digested with a 1:20 solution of 1 μg/μL trypsin/protein in ABC solution (50 mM ammonium bicarbonate, 1 mm CaCl_2_) overnight at 37°C with shaking. Next, additional digestion was carried out with a 1:100 solution of 1 μg/μL trypsin/protein for 4 hours in the same conditions. After the addition of 10% formic acid at 1:10 volume to neutralize the reaction, an equal volume of 80% acetonitrile + 0.1% formic acid was added to extract the peptides. Peptides were centrifuged at 10,000*g*, and the peptide concentration of the supernatant was measured using the Pierce Quantitative Colorimetric Peptide Assay (catalog 23275, Thermo Fisher Scientific). A total of 50 μg of the peptide was vacuum dried and stored at 4°C before resuspension for fractionation (if applicable) and sequencing.

### TARGET and R2 data set analysis.

The TARGET OS patient RNA-Seq data set (phs000468) was downloaded from dbGAP. Paired-end sequencing reads were trimmed using trimGalore, mapped using STAR alignment software against the human genome build UCSC hg38, and quantified with featureCounts. Differential expression analysis and GSEA were performed as described above under *RNA-Seq analysis*. Survival analysis was performed using patient clinical data plotted in GraphPad Prism (version 9.3.1). The secondary OS data set (GSE33382) was analyzed using the R2: Genomics Analysis and Visualization Platform (20).

### PDXs.

The OS PDXs analyzed in the study were acquired through our institutional protocol H-32668. The PDXs were previously reported (71).

### Statistics.

For all figures, Student’s 2-sample *t* test was used to determine if there was a statistical difference between the means of 2 groups (e.g., control and experimental groups). All *P* values were 2 sided, and a *P* value less than 0.05 was considered statistically significant. Quantified data shown represent at least 3 independent experiments. Data were represented as mean ± SEM. Log-rank (Mantel-Cox) tests were performed for the Kaplan-Meier analyses.

### Study approval.

The Baylor College of Medicine Animal Care and Use Committee approved the experimental protocol (AN-5225).

### Data availability.

RNA-Seq (original) data for this paper were deposited to the NCBI’s Gene Expression Omnibus under accession number GSE231821. Values for all data points in graphs can be found in the Supporting Data Values file.

## Author contributions

BKN contributed to coordinating and designing the study; developing, acquiring, analyzing, and interpreting the data; and drafting the manuscript. TDP contributed to the acquisition, analysis, and interpretation of the data and reviewed and edited the manuscript. LK and RS contributed to the acquisition and analysis of the data. AD, NR, and CC participated in reviewing and editing the manuscript. JTY participated in the coordination and design of the study, interpretation of data, and revision and review of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Supplemental data

Supplemental table 1

Supporting data values

## Figures and Tables

**Figure 1:**
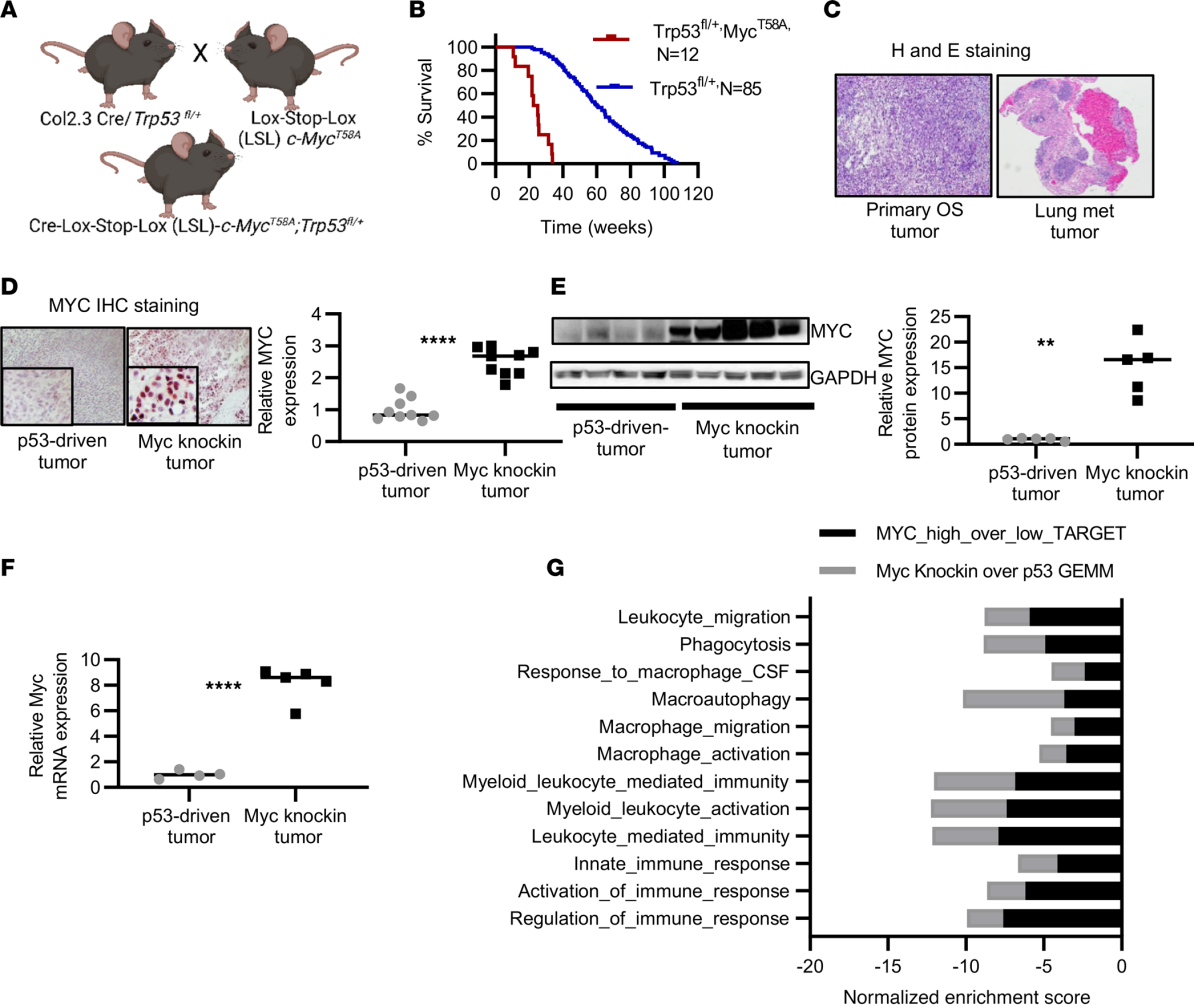
Development and proteotranscriptomic characterization of *Myc*-knockin GEMM of OS. (**A**) Schema of generation of *Myc*-knockin GEMM. (**B**) Kaplan-Meier curve showing accelerated OS development in the *Myc*-knockin (*n* = 12; red) versus heterozygous *Trp53^fl/+^* (*n* = 85; blue) model; log-rank (Mantel-Cox) test was performed for the Kaplan-Meier analyses. (**C**) H&E of the primary tumor (left panel) and associated lung lesions (right panel). Original magnification, 4×. (**D**) IHC staining with MYC in the paraffin-embedded tumor tissue samples showed higher expression in the *Myc*-knockin specimen compared with p53-driven GEMM tumor; quantified expression is shown in the right panel. IHC images were captured at 20× original magnification. Inset image is original magnification, 80×. (**E**) Western blot demonstrating increased MYC protein expression in *Myc*-knockin tumors compared with *Trp53^fl/+^* driven tumor; quantified expression is shown in the right panel. (**F**) Relative mRNA expression analyzed by the RNA sequencing (RNA-Seq) demonstrated increased *Myc* mRNA expression in *Myc*-knockin (*n* = 5) tumors compared with the p53-driven (*n* = 4) tumor sample. (**G**) Gene set enrichment analysis (GSEA) comparison between GEMM tumor tissue samples and the high-*Myc*- versus low-*Myc*-expressing human OS model using the OS TARGET data set. **P < 0.01, ****P < 0.0001.

**Figure 2:**
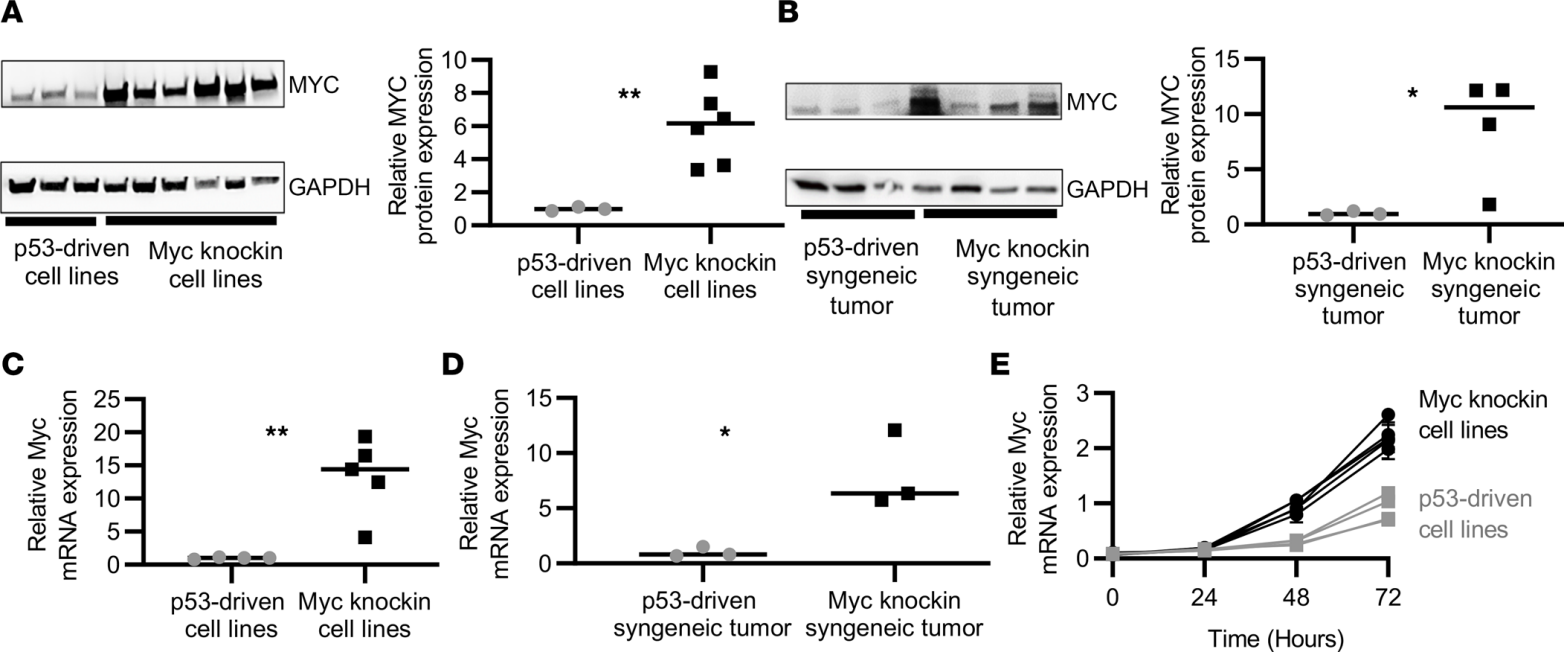
Proteotranscriptomic characterization of OS syngeneic mouse models and cell lines. (**A**) Western blot demonstrating increased MYC protein expression in *Myc*-knockin cell lines compared with p53-driven cell lines; quantified expression is shown in the right panel. (**B**) Western blot demonstrating increased MYC protein expression in *Myc*-knockin syngeneic mouse tumor tissue compared with p53-driven samples; quantified expression is shown in the right panel. (**C**) Quantitative PCR (qPCR) demonstrating increased *Myc* mRNA expression in *Myc*-knockin (*n* = 4) cell lines as compared with *Trp53^fl/+^* (*n* = 4) tumor cell lines. (**D**) qPCR demonstrating increased *Myc* mRNA expression in *Myc*-knockin syngeneic mouse (*n* = 4) compared with *Trp53^fl/+^* (*n* = 4) mouse. (**E**) *Myc*-knockin and p53-driven cell proliferation (the lighter line is for low-Myc cell lines and darker lines for high-Myc cell lines). (*P < 0.05,**P < 0.01.)

**Figure 3:**
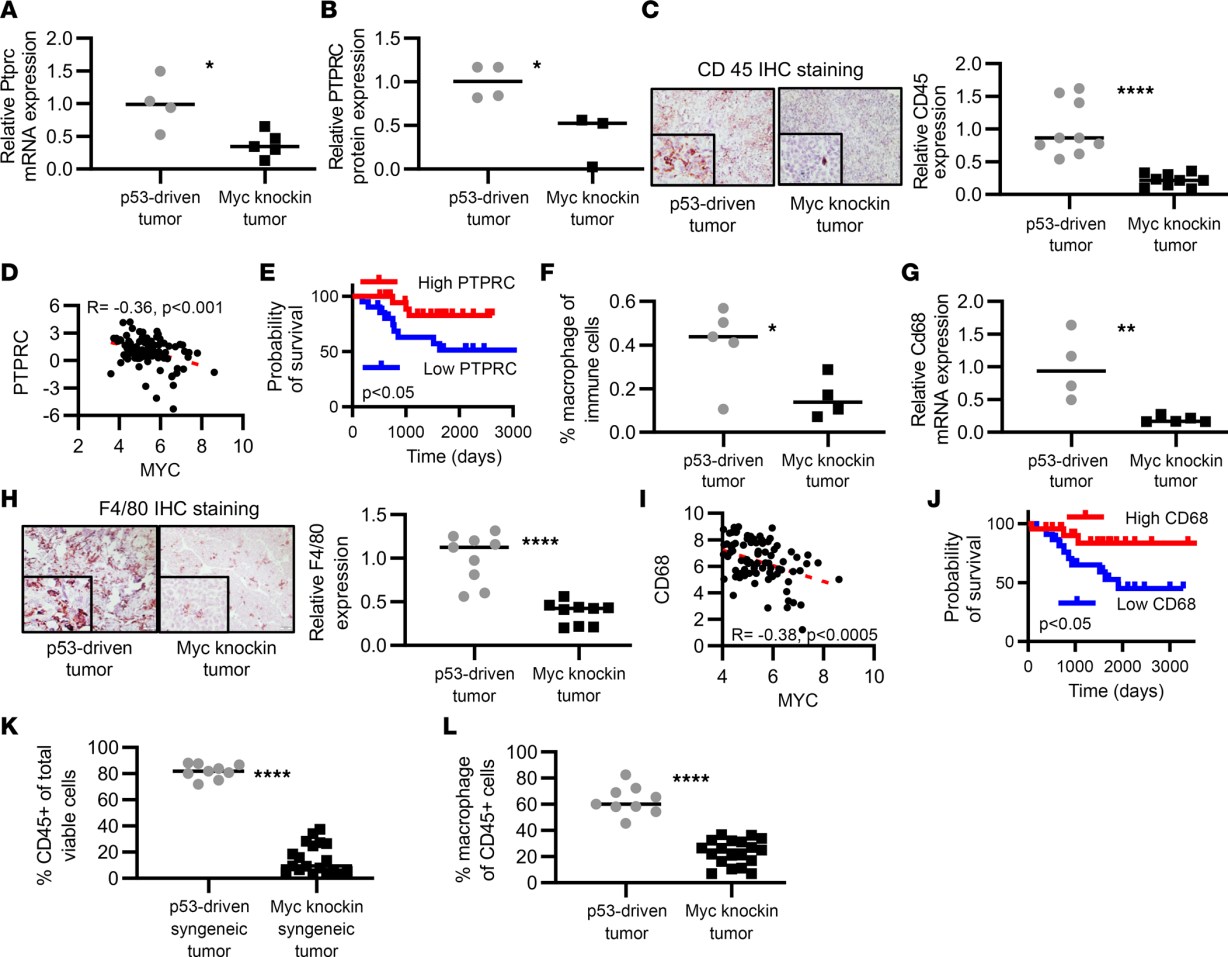
MYC suppresses immune cell infiltration into the OS TME. (**A**) Relative mRNA expression was analyzed by the RNA-Seq, demonstrating reduced *Ptprc* (*Cd45*) mRNA expression in *Myc*-knockin (*n* = 5) tumors compared with p53-driven (*n* = 4) tumor samples. (**B**) Protein expression analyzed by the total proteome analysis using mass spectroscopy demonstrating reduced PTPRC (CD45) protein in *Myc*-knockin tumors compared with p53- driven tumor sample. (**C**) IHC staining with CD45 in the paraffin-embedded tumor tissue samples showing lower expression in the *Myc*-knockin tumors (right panel) compared with p53-driven tumor (left panel) GEMMs. (**D**) Negative correlation between the *MYC* and *PTPRC* mRNA expression in human OS TARGET data set patients. (**E**) Kaplan-Meier curve of human OS TARGET data set for PTPRC expression with top quartile or bottom quartile samples. (**F**) Distribution of macrophage population in the tumor tissue sample of the *Myc*-knockin (*n* = 4) and p53-driven (*n* = 4) GEMMs analyzed by CIBERSORT. (**G**) Relative mRNA expression analyzed by RNA-Seq demonstrating reduced *Cd68* mRNA expression in *Myc*-knockin (*n* = 5) tumors compared with p53-driven (*n* = 4) tumor samples. (**H**) IHC staining with F4/80 (macrophage marker) in the paraffin-embedded GEMM tumor tissue samples showing lower expression in the *Myc*-knockin tumors (right panel) compared with the p53-driven tumor (left panel). IHC images were captured at 20× original magnification. Inset images are original magnification, 80×. (**I**) Negative correlation between the *MYC* and *CD68* mRNA expression in human OS TARGET data set patients. (**J**) Kaplan-Meier curve of human OS TARGET data set for *CD68* expression with top quartile or bottom quartile samples. (**K**) Relative immune cell populations (hematopoietic CD45^+^) in the syngeneic mouse tumor tissue samples analyzed by FACSymphony. (**L**) Relative macrophage populations (% of total CD45^+^ cells) in the syngeneic mouse tumor tissue samples analyzed by FACSymphony. *P < 0.05, **P < 0.01, ****P < 0.0001; log-rank (Mantel-Cox) test was performed for the Kaplan-Meier analyses.

**Figure 4:**
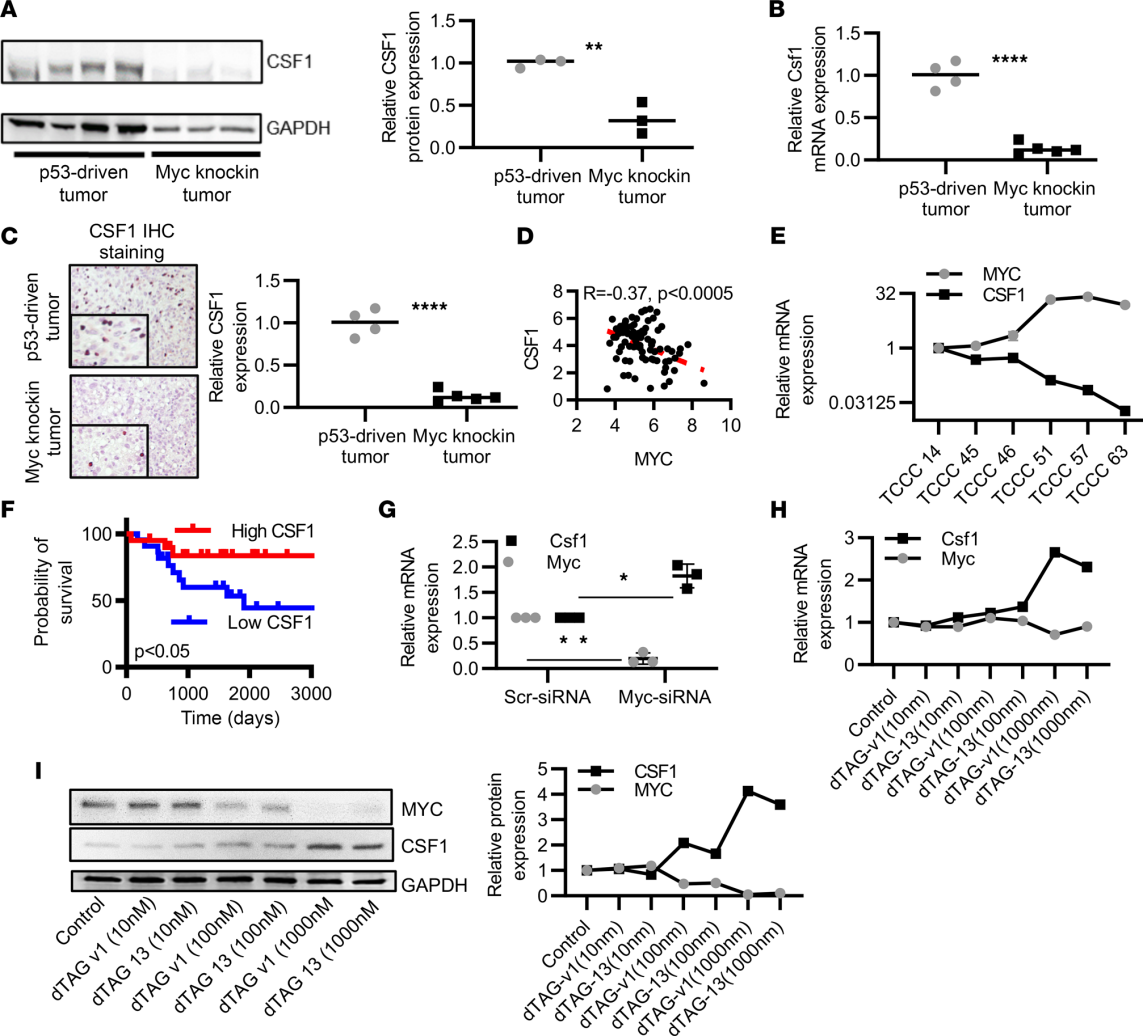
MYC association with CSF1 expression. (**A**) Western blot of CSF1 protein expression in *Myc*-knockin tumors compared with the p53-driven tumor. The quantified expression is shown in the right panel. (**B**) The RNA-Seq analyzed relative mRNA expression, demonstrating reduced *Csf1* mRNA expression in *Myc*-knockin (*n* = 5) tumors compared with the p53-driven (*n* = 4) tumor samples. (**C**) IHC staining for CSF1 in paraffin-embedded GEMM tumor tissue samples in the *Myc*-knockin tumors (lower panel) compared with p53-driven tumor (upper panel). The quantified expression is shown in the right panel. (**D**) *MYC* and *CSF1* mRNA expression in the PDX samples of the OS. (**E**) Negative correlation between the *MYC* and *CSF1* mRNA expression in human OS TARGET data set patients. (**F**) Kaplan-Meier curve of human OS TARGET data set for *CSF1* expression with top quartile (*n* = 22) or bottom quartile (*n* = 22) samples; log-rank (Mantel-Cox) test was performed for the Kaplan-Meier analyses. (**G**) *Csf1* expression upon transient knockdown of *Myc* in *Myc*-knockin murine OS cell lines. (**H**) *Csf1* mRNA expression after dTAG-13 and -v1 treatment. (**I**) Western blot of MYC and CSF1 protein expression after dTAG-13 and -v1 treatment; blot quantification is shown in the right panel. (*P < 0.05, **P < 0.01, ****P < 0.0001.)

**Figure 5:**
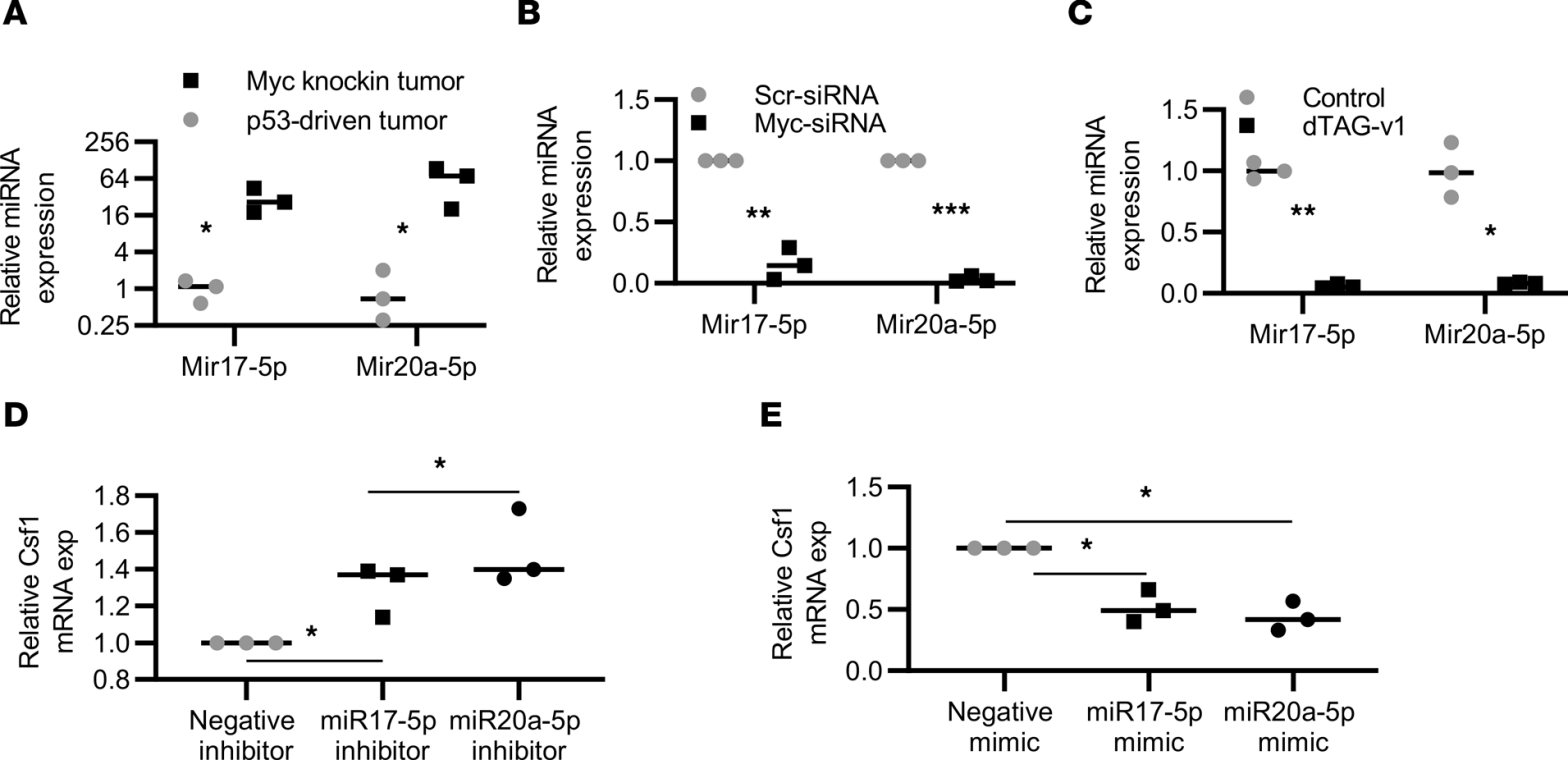
MYC represses *Csf1* expression through regulation of miR-17/20a. (**A**) qPCR for miR-17-5p and -20a-5p expression in *Myc*-knockin tumors and p53-driven GEMM tumor sample (*n* = 3). (**B**) qPCR for miR-17-5p and -20a-5p expression after *Myc* siRNA treatment compared with the Scr (siScr) control (*n* = 3). (**C**) miR-17-5p and -20a-5p expression after dTAG-v1 treatment (*n* = 3). (**D**) *Csf1* mRNA expression after miR17-5p and -20a inhibition treatment as compared with the negative inhibitor control (*n* = 3). (**E**) *Csf1* mRNA expression after miR17-5p and -20a mimic treatment compared with the negative mimic control (*n* = 3). (*P < 0.05, **P < 0.01, ***P < 0.001.)

**Figure 6:**
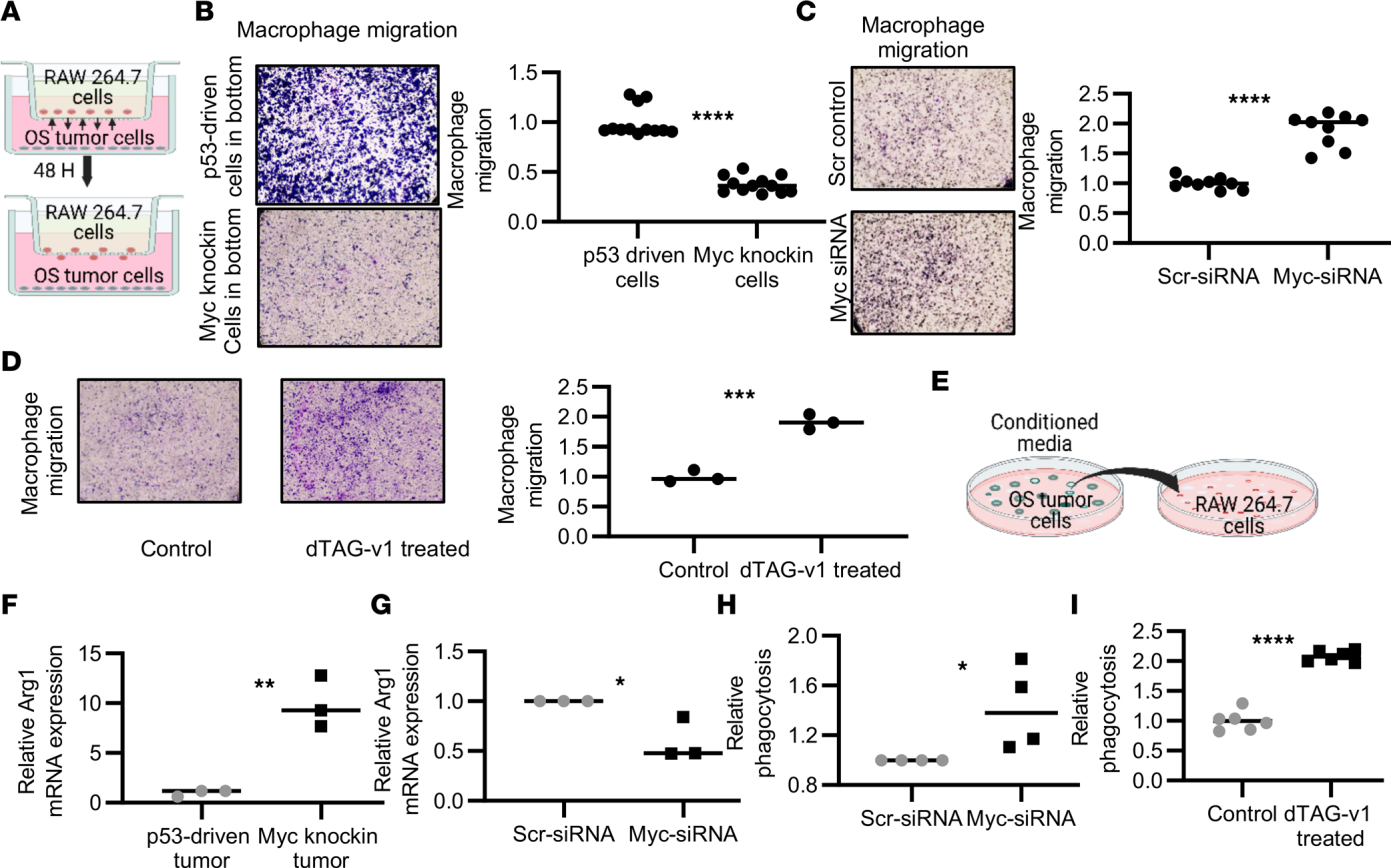
MYC mitigates intratumor macrophage cell infiltration and phenotypic function. (**A**) Schematic diagram showing the coculture setup. A total of 100,000 OS tumor cells were seeded on the bottom chamber, and 50,000 RAW 264.7 cells were seeded on the upper chamber and allowed to migrate for 48 hours. (**B**) Transwell migration of RAW 264.7 cells toward the *Myc*-knockin cell lines (upper panel) compared with the p53-driven cell line (lower panel); quantified RAW 264.7 cell migration is shown in the graph. (**C**) Migration of RAW 264.7 cells in the *Myc*-knockin cell line after si*Myc* (lower panel) as compared with the Scr control–treated (upper panel) OS cells; quantified RAW 264.7 cell migration is shown in the graph. (**D**) Migration of RAW 264.7 cells after dTAG-v1 treatment (right panel) compared with control (left panel) in the F331-dTAG-Myc cell line; quantified RAW 264.7 cell migration is shown in graph. (**E**) Schematic diagram showing the effect of cell culture supernatant on the RAW 264.7 cell polarization. (**F**) Expression of *Arg1* (M2 macrophage marker) in the RAW 264.7 cells cultured in the supernatant collected from the *Myc*-knockin cell lines (*n* = 3) as compared with p53-driven (*n* = 3) samples. (**G**) Expression of *Arg1* in RAW 264.7 cells cultured in the conditioned media after si*Myc* knockdown (*n* = 3). (**H** and **I**) Macrophage phagocytosis after si*Myc* and after MYC protein degradation (dTAG-v1). (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.)

**Figure 7:**
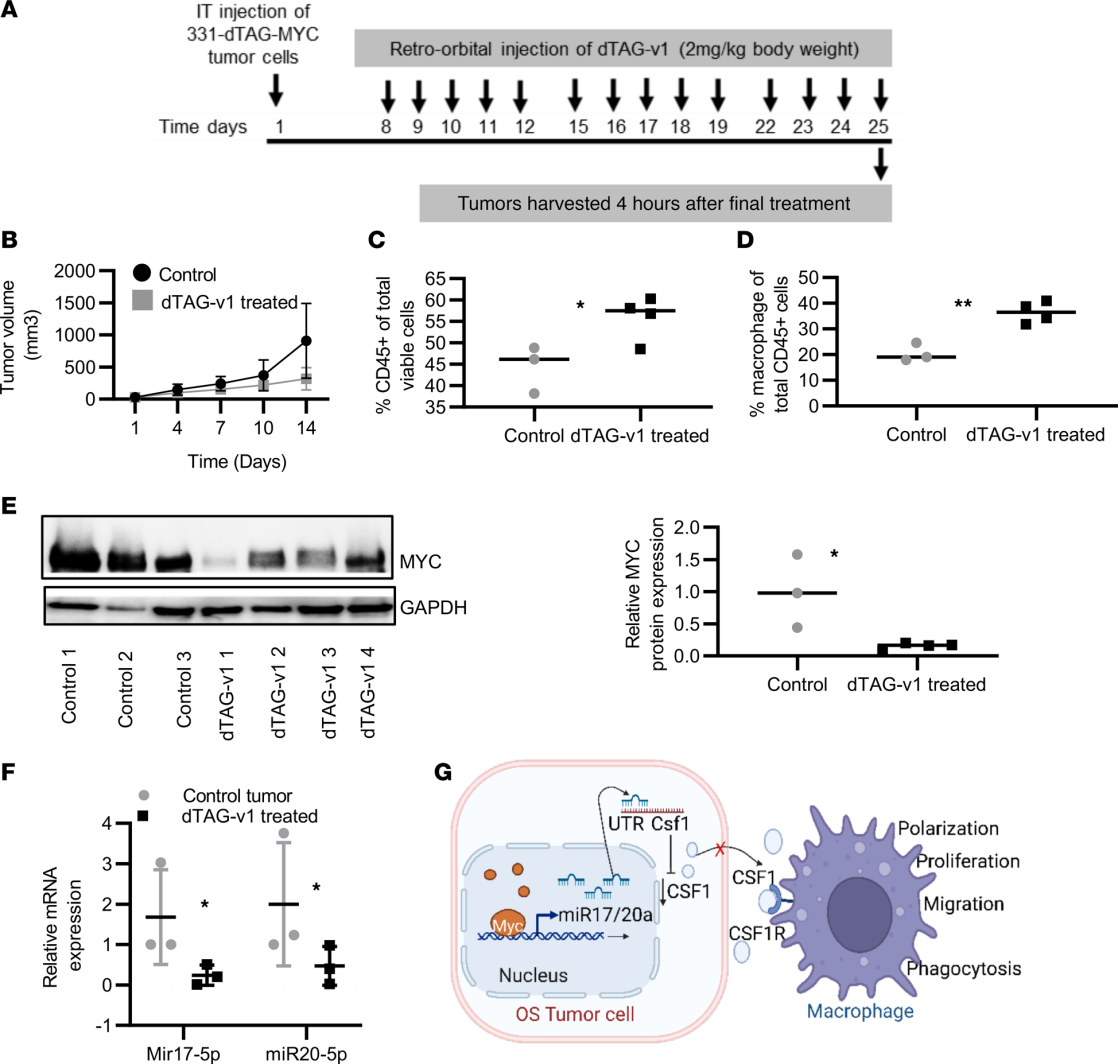
Selective in vivo pharmacological degradation of MYC protein levels and its effects on the OS immune landscape. (**A**) Schematic diagram showing the tumor cell injection and dTAG-v1 drug treatment. (**B**) Tumor volume after 2 weeks of control (*n* = 3) and dTAG-v1 treatment (*n* = 4). (**C**) Analysis of intratumor FACS analysis for CD45 population after control (*n* = 3) and dTAG-v1 treatment (*n* = 4). (**D**) Macrophage population analysis after 2 weeks of dTAG-v1 treatment. (**E**) Western blot analysis for MYC expression after 2 weeks of the dTAG-v1 treatment. Blot quantification data are shown in right panel. (**F**) Expression of miR-17/20a after control and dTAG-v1 treatment (*n* = 3/cohort). (**G**) Schematic diagram showing the MYC-dependent regulation in the TME of OS. (*P < 0.05, **P < 0.01.)

How the deposited data were processed for this re-analysis (not part of the article)

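RNA-Seq of whole osteosarcoma tumors from genetically engineered mice was analysed, with 4 p53-driven and 5 Myc-knockin tumors. The authors enriched mRNA with oligo-dT probes, trimmed the reads with trimGalore, mapped them with STAR to mm10, counted them per gene with featureCounts, and deposited the raw counts without normalization in 1 table of 55367 genes and 9 columns. The paper's text does not give the strand setting or the handling of reads that map to several places. The sample labels do not name the table's columns. The paper's supporting data for Fig. 2E list the names of 6 columns (F187, F325, F331, F368, M408 and M624) under their genotype, and M351, M9 and M664 were assigned to the Myc-knockin group from the letter M. Nothing pairs a single column with a numbered sample, so tumors were used only as members of their group. Gene positions and exon lengths were taken from the GENCODE annotation of the same genome, which holds 55034 of the table's gene identifiers.

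Differential expression was tested in R 4.3.3 with edgeR 4.0.16 by glmQLFit and glmQLFTest, after TMM normalization and filterByExpr with a minimum count of 10, which kept 15365 genes. The p values were adjusted by the Benjamini-Hochberg method over these genes. A gene was called at an adjusted p under 0.05 and a fold change over 1.5. Values per tumor are TMM-normalized CPM, and log2 CPM used a prior count of 2. Single values were compared between the groups by two-sided exact permutation tests over all 126 arrangements, whose smallest p is 0.0159. The genes named in the text are the 12 that the paper names for tumors or macrophages, and the 5 with the largest log2 fold change in each direction among genes called whose groups do not overlap, with a mean of at least 10 CPM in the higher group. Genes without a symbol, or with a symbol of the Gm or Rik kind, were left out of the latter. Other genes named in the text were chosen after their values were seen.

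Gene sets were tested in 2 ways. Of 20 lists of genes written by hand for the processes the paper names and for cell types in bone tumors, 19 had at least 3 tested genes and were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01. The 1457 mouse Reactome sets that come with fgsea 1.28.0 were tested on genes ranked by the signed root of edgeR's F statistic, with 6859 of 7111 Entrez identifiers matched and 693 sets of 15 to 500 genes tested. The MSigDB collections and CIBERSORT's signature matrix were not used.

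The depth sets what can be seen. Total counts ranged from 2716322 to 17073285, and the floor of 3 counts ranged from 0.114 to 2.39 TMM-normalized CPM. Sums for the receptor genes, and the values of Rn7sk, histone and sex-chromosome genes, are CPM relative to the counts outside 12 satellite-repeat genes. Genomic background was estimated in each library from the counts on 1806 chemosensory receptor genes per kilobase of their exons, and it came to 24.2% of the other counts in M9, 16.9% in M351, 5.53% in F187 and 0.602% in M408. Intervals and floors cover counting error only. On counts simulated from these libraries with 200 changed genes, edgeR recovered 53.4% of the changed genes it tested with 2.88% of its calls false, DESeq2 1.42.0 recovered 76.5% with 22.7% of its calls false, and limma-voom recovered 51.9% with 2.97% of its calls false. The counts were drawn with dispersions estimated by edgeR and with no difference in genomic reads between libraries.

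The samples, comparisons, tests, thresholds and lists of gene sets, and a first set of alternatives, were fixed before the data were examined. Those alternatives were upper-quartile normalization, scaling by library size alone, all genes with at least 1 count, at least 10 counts in every tumor, removal of muscle, red cell, immunoglobulin and mitochondrial genes, DESeq2, limma-voom with quality weights, other thresholds, other gene set tests, and each tumor left out in turn. Chosen after seeing the data were the subtraction of the genomic background, the removal of the satellite genes, the removal of M624 and M664, the removal of the 4 libraries with satellite reads, and combinations and a covariate built on these. The red cell list had too few tested genes and was left out. Proteome, miRNA and human data were not analysed here.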

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

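Of the tests in this part, those of genotype as the source of a difference were chosen only after the result was seen, and the removal of the 4 libraries and the subtraction of the background, on which tests of genomic DNA rest, were chosen after seeing the data. Reads on satellite-repeat genes, which the paper does not report on, took a large share of 4 libraries of both genotypes. The 12 genes held 44.3% of the counts in F187, 67.9% in M351, 23.2% in M408 and 81.0% in M9, against at most 0.0242% in the other 5 libraries. In the same 4 libraries the chemosensory receptor genes, on which the paper does not report as genes, had 2446 CPM in F187, 7453 CPM in M351, 266.0 CPM in M408 and 10714.7 CPM in M9, against 14.9 to 31.8 CPM in the other 5. F187 was therefore far from the other 3 p53-driven libraries on both measures, at 1.65 against a nearest value of -1.62 for the log10 of the satellite share in percent, and at 3.39 against 1.50 for the log10 of the receptor CPM. Genomic DNA in the libraries is a candidate explanation, because it would raise all genes in proportion to their length, receptor genes with no part in the paper included. The lowest receptor level of the 4 libraries was 8.36 times the highest of the other 5. The genotypes did not differ in the satellite share (exact permutation test of its log10, p = 0.778, 5 tumors against 4), but M624 and M664, which differ from the other libraries in Rn7sk as well, have the lowest shares. Among the other 7 libraries, 3 of 3 Myc-knockin and 1 of 4 p53-driven ones hold such reads, so these reads cannot be told apart from genotype there. M351, M9 and F187 also have the smallest counts outside the satellite genes, 872935, 671790 and 1686676, so that a few genes taking most of the counts and a low depth come together in these libraries.

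Across all 9 libraries the receptor genes ranked as higher in the Myc-knockin tumors, with a normalized enrichment score of 2.03 and 1555 of 1691 tested genes higher. The paper's own table of gene sets lists sensory perception of chemical stimulus first of 1999 sets, with the paper's score of 7.58, and the first set of MYC targets at place 15, with the paper's score of 4.49. Without the 4 libraries the receptor genes' score was -1.42 over 252 tested genes, and the mean receptor level of M624 and M664 was 0.646 times that of F325, F331 and F368. The rise of receptor genes with genotype may therefore come from genomic DNA reads, and a rise with genotype itself was not seen in the 5 libraries without satellite reads. Those 5 libraries also differ in Rn7sk along the genotype, so that an effect of genotype is not excluded by them. After the estimated background was taken off, DESeq2's ranking gave the receptor genes a score of 1.65, against 1.85 before. The background was estimated from these same genes, so this score cannot tell whether genomic reads account for the pattern.

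The other tumors far from their group were found among 92 groups of 4 or 5 tumors over 46 measures. In all, 9 were found, F187 on the measures above included, where chance gives 4.6. F331 had the highest Csf1r (log2 CPM 8.95, nearest 8.07) and the highest leukocyte marker score (5.13, nearest 4.66) of the p53-driven tumors. Its total count, 9498026, and its satellite share, 0.0242%, were close to those of F325, and the design gives no condition that separates it from the other p53-driven tumors, so no biological explanation was tested. F187 had the lowest phagocytosis score of the p53-driven tumors (4.81, nearest 5.20), the highest Epha8 (log2 CPM 1.36, nearest -2.37) and the highest Camkv (1.12, nearest -1.88). The counts behind these last values were 6 and 5, of which 3.4 and 2.7 were estimated to be genomic background. M624 had the lowest Cd86 (log2 CPM -0.71, nearest 2.36) and the highest DNA replication score (5.89, nearest 4.75) of the Myc-knockin tumors. M624 belongs to the pair with almost no Rn7sk, and its partner M664 was not set apart on either measure, so that the difference in library type alone was not enough to set a tumor apart on them. Leaving out M624 gave a mean log2 fold change of 0.99 for the DNA replication genes, still higher in the Myc-knockin tumors.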

How the results depend on the processing

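The alternatives that subtract the genomic background, remove the satellite genes, remove M624 and M664 or the 4 libraries with satellite reads, or add the satellite share as a covariate were chosen after seeing the data. No paired analysis was possible because the columns carry no replicate numbers that would match tumors of the 2 groups. With at least 10 counts in every tumor the filter left no value for Il34, Trp53, Itgam, Arg1, Mir17hg, the 10 genes with the largest changes, and the T cell, B cell and neutrophil markers, and the filter on low counts also left out Il34, Arg1, B4galnt4, Camkv and Dlk1 in some of the settings without certain tumors.

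The number of differentially expressed genes was the result that depended most on the processing. Against 809 genes, 348 higher and 461 lower, upper-quartile normalization gave 626 higher, library size alone 136 genes (50 higher, 86 lower), all genes with at least 1 count 494 (218 higher, 276 lower), and at least 10 counts in every tumor 1316 (785 higher). DESeq2 gave 2258 genes (1272 higher, 986 lower), and limma-voom with quality weights 1663 (663 higher, 1000 lower). An unadjusted p under 0.05 alone gave 4112 genes (2294 higher, 1818 lower), and with the fold change over 1.5 it gave 4080 (2288 higher, 1792 lower). Subtracting the genomic background gave 608 higher, leaving out the 4 libraries with satellite reads gave 4595 genes (2594 higher, 2001 lower), DESeq2 with the background subtracted gave 2651 (1670 higher, 981 lower), and the satellite share as a covariate gave 2525 (1238 higher, 1287 lower). Across the 9 fits that each left out one tumor, the count ran from 5 to 1588, with 0 to 923 higher and 5 to 665 lower. The fits with 0 genes higher were those without F331 and without F368, where 3052 and 2845 genes had an unadjusted p under 0.05. Except for DESeq2, whose calls on simulated counts were false in 22.7%, the cause was not tested. The calls shared with the 809 were 805 of DESeq2's, 755 of limma-voom's, 678 of those with upper-quartile normalization and 114 of those with library size alone, and every shared call kept its direction. The median log2 fold change moved by -0.13 with limma-voom and by 0.10 with at least 10 counts in every tumor, and changes in those settings are relative to these shifts.

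Among the genes of the claims, Csf1 was called in every setting that kept all tumors and in those that left out M624 and M664 or the 4 libraries with satellite reads, with a range of -3.21 to -2.72 when single tumors were left out. With library size alone, Myc (3.63), Cd68 (-2.19) and Csf1r (-2.50) kept their direction and were no longer called, and the same held for Cd68 (-1.78) and Csf1r (-2.33) without the 4 libraries with satellite reads. Library sizes include the satellite reads, so scaling by them lowers the other genes in those 4 libraries. With single tumors left out, Myc ranged from 3.15 to 3.66, Cd68 from -2.55 to -1.85 and Csf1r from -2.86 to -2.16, and these 3 genes and Csf1 were each not called in 3 of the 9 fits. Ptprc passed the threshold with DESeq2 (-1.39), without the 4 libraries with satellite reads (-2.33), with DESeq2 after background subtraction (-1.48) and with the covariate (-1.56). Its adjusted p ranged from 0.0278 to 0.215 over the settings other than those leaving out one tumor. Il34 reversed without the 4 libraries with satellite reads (-0.045), and it was not called in any setting. Cd86 reversed with upper-quartile normalization (0.17), with at least 10 counts in every tumor (0.073), without M624 and M664 (0.39) and without them after background subtraction (0.23), and it ranged from -0.29 to 0.37 with single tumors left out. Trp53 ranged from -0.072 to 0.81 in the same fits. For these genes the cause was not tested.

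The gene sets kept their means and lost their calls when camera estimated the correlation between genes. The leukocyte markers (-0.89), the macrophage markers (-0.48) and the MYC-linked nucleolar genes (1.55) then no longer passed, and 0 of the 16 other sets passed, against 1 of the 19 sets at an unadjusted p under 0.05. Without the 4 libraries with satellite reads the macrophage markers (-0.53) no longer passed, and the T cell markers (-0.049), the neutrophil markers (-1.04), the endothelial markers (0.085), the genes for fatty acid metabolism (0.030) and those for antigen presentation (0.088) reversed. Without M624 and M664 the B cell markers (-0.39) and the genes for oxidative phosphorylation (-0.32) reversed, and with the background subtracted as well these were -0.58 and -0.18, and cell-cell adhesion reversed (0.031). The endothelial markers reversed with upper-quartile normalization (0.018) and the genes for fatty acid metabolism with at least 10 counts in every tumor (0.019). With single tumors left out, the macrophage markers ranged from -0.77 to -0.23 and no longer passed in 3 of the 9 fits, those without M351, M9 and M624, cell-cell adhesion from -0.39 to 0.021, the muscle markers from -2.27 to 1.90, the endothelial markers from -0.46 to 0.22, the neutrophil markers from -0.019 to 2.05, fatty acid metabolism from -0.13 to 0.013 and the B cell markers from -0.77 to 0.86. For these sets the cause was not tested, apart from a test of M624 and M664 for oxidative phosphorylation, whose direction may rest on that pair. The leukocyte markers and the MYC-linked nucleolar genes kept direction and call in every other setting that was run on the sets. The Reactome counts stayed within 1.5 times those of the comparison reported in every setting. Among results for other single genes and sets, 17 became weaker, 3 stronger and 4 reversed under the first set of alternatives with all tumors kept, values given above included, and 11, 4 and 12 did so under those added.

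Depth limited the results for genes with few reads. M9 and M351 kept 671790 and 872935 counts outside the satellite genes, where 3 counts correspond to 2.39 and 1.85 TMM-normalized CPM, and Il34 had 4 and 3 counts there.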

Differences from the paper's values

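The alternatives named below as chosen after seeing the values are the only ones in this part that were not set before the data were examined. The number of differentially expressed genes was 809, against the paper's 2743. The number higher in the Myc-knockin tumors was 348, against the paper's 1688, and the number lower was 461, against the paper's 1055. Of the alternatives set before the data were examined, DESeq2 gave counts within 1.5 times the paper's for all of these, with 2258 genes, 1272 higher and 986 lower. An unadjusted p under 0.05 alone gave 4112 genes and 2294 higher, and together with the fold change it gave 4080 and 2288. These totals and numbers higher were within 1.5 times the paper's, while the numbers lower, 1818 and 1792, were not. The limma-voom comparison gave 1000 lower, within that range, but not its total of 1663 or its 663 higher. Upper-quartile normalization, library size alone, the other filters, the stricter fold change, the adjusted p alone and each fit without one tumor did not come within 1.5 times the paper's counts. DESeq2 with the genomic background subtracted gave 2651 genes, 1670 higher and 981 lower, and the satellite share as a covariate gave 2525, 1238 higher and 1287 lower, and both came within 1.5 times the paper's counts but were chosen after seeing the values.

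The paper states that the Ptprc transcript was lower in the Myc-knockin tumors and significantly so. Its log2 fold change was -1.37 with an edgeR adjusted p of 0.0922, and it was called by DESeq2 (-1.39), and in 3 settings chosen after seeing the values, without the 4 libraries with satellite reads (-2.33), with DESeq2 after background subtraction (-1.48) and with the satellite share as a covariate (-1.56). Relative to the p53-driven mean, the median of Ptprc was 0.378, against about 0.35 in Fig. 3A, read by eye, that of Cd68 was 0.167, against about 0.17 in Fig. 3G, and that of Csf1 was 0.124, against about 0.12 in Fig. 4B. The mean of Myc was 10.6 (SD 7.20), against the paper's 8.13 (SD 1.36) for Fig. 1F, so the tumors spread more widely here. The source of that difference was not tested.

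The paper lists oxidative phosphorylation among the sets with negative enrichment. The mean log2 fold change of its 81 tested genes was 0.33, and it was negative in the settings without M624 and M664 (-0.32, past the threshold) and without them after background subtraction (-0.18), both chosen after seeing the values. The paper also lists fatty acid metabolism as negative, where the 35 genes tested had a mean log2 fold change of -0.08 that no setting brought past the threshold. Reactome's Fatty acid, triacylglycerol, and ketone body metabolism set had the paper's direction and passed the adjusted p under 0.25 used for Reactome, with a score of -1.18 (fgsea adjusted p = 0.229), against the paper's -3.01. The paper reports a smaller macrophage population by CIBERSORT. The macrophage markers less the leukocyte markers were higher in the Myc-knockin tumors by 0.37 on the log2 scale, within the spread between tumors, and higher in every setting tried. Macrophages are leukocytes too, so this difference is not a macrophage fraction and does not test the CIBERSORT result. Of the Reactome sets that the paper's table lists and that were also tested here with an adjusted p under 0.25, 5 of 92 had the opposite direction. They are Recruitment of mitotic centrosome proteins and complexes, Loss of Nlp from mitotic centrosomes, Protein folding, G1 Phase and Transmembrane transport of small molecules.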

Other observations

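The tests of genotype for Rn7sk, of the pair M624 and M664 for Csf1, the macrophage markers, the osteoclast markers and oxidative phosphorylation, of genomic reads for the macrophage and osteoclast markers, of genomic reads by leaving out the 4 libraries with satellite reads, of false calls by DESeq2 and of muscle for Arg1, and the splits for the leukocyte, osteoclast and MYC-linked sets, were chosen only after the result was seen. M624 and M664 had almost no Rn7sk, 5.33 and 9.32 CPM. Another library preparation or RNA selection is a candidate explanation. The summed CPM of other RNAs without a poly(A) tail (Rpph1, Rn7s and histone genes) was lower there as well, at most 0.388 times the lowest of the other 7 libraries, although the histone genes alone overlapped, at 4.12 CPM in M664 and 3.06 CPM in F368. Genotype was not borne out, since the lowest Rn7sk of M351, M408 and M9 was 0.958 times the highest of the p53-driven libraries. Hbb-bs, a red cell gene, had 2474 and 8041 counts in this pair and 0 or 1 in each of the other 7 libraries. M351, M408 and M9, also Myc knockin, are among these 7, so genotype alone does not account for the Hbb-bs counts either. For other genes, effects of the preparation and of genotype cannot be told apart within the pair, since both its libraries are Myc knockin.

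Other splits of the 9 tumors into groups of 4 and 5 were compared with the split by genotype, with 100 splits drawn. For the number of differentially expressed genes, 2 of the 100 splits gave as many, the split by genotype included. The other one moved M9, the library with the largest satellite share, to the p53-driven tumors and gave 1060 genes, and the median of the other splits was 0. The split that set the 4 libraries with satellite reads apart gave 132 genes. For the MYC-linked nucleolar genes 2 of the 100 splits gave as large a mean log2 fold change, and for the leukocyte markers 3 did. The other hand-written sets gave as many calls in 29 of the 100 splits, and the Reactome sets in 6, so these counts do not set the genotypes apart from other groupings. The split along the satellite reads gave 404 Reactome sets and 8 other hand-written sets, against 488 and 9 by genotype.

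DESeq2 called more genes than edgeR, 2258 against 809. On counts simulated from these libraries, 22.7% of DESeq2's calls were not changed genes, against 2.88% of edgeR's, and DESeq2 recovered more of the changed genes, so false calls may account for part of the difference. The simulation changed 200 of 15365 genes, used dispersions estimated by edgeR and held no difference in genomic reads between libraries. Its false share therefore need not hold for the real counts. Genes higher outnumbered genes lower with DESeq2 and in the paper, but not with edgeR under TMM scaling and its default filter, where 43.0% of the calls were higher, although they did with upper-quartile normalization (64.5%) and with at least 10 counts in every tumor (59.7%). Genomic reads were weighed as an explanation of the excess. After the background was taken off, the share of calls that are higher was 57.5% with edgeR and 63.0% with DESeq2, and it was 56.5% with edgeR without the 4 libraries with satellite reads. Other edgeR settings gave no excess. The share was 49.0% with the satellite share as a covariate and 41.0% with the satellite genes left out. With the background taken off and M624 and M664 left out, it was 48.0%. The edgeR calls under TMM scaling held no excess before these changes. The background was estimated from the receptor genes and not checked on other genes, and the 5 other libraries differ in Rn7sk along the genotype. By these values the excess cannot be told apart from an effect of genomic reads.

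Csf1 was lower in the Myc-knockin tumors by a log2 fold change of -3.0, and lower in 5 of 5 of them than in every p53-driven tumor. The library difference of M624 and M664 did not account for it, with -2.77 in the other 7 tumors, nor did genomic reads, with -3.05 without the 4 libraries with satellite reads. Taking the background off gave -2.91, but the background was estimated from the receptor genes and not checked on other genes, so this value decides nothing by itself. The osteoblast markers fell too, by a mean log2 fold change of -1.46, less than Csf1, so the lower Csf1 cannot be told apart from fewer osteoblast-like cells or less osteoblast differentiation in the Myc-knockin tumors. The paper's experiments on MYC and Csf1 in tumor cells, by knockdown and degradation of MYC, were not analysed here.

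The 14 osteoclast markers, on which the paper does not report, fell the most of the hand-written sets, by a mean log2 fold change of -3.13, with 9 called over all genes and 13 over the list alone, and with every Myc-knockin tumor below every p53-driven tumor. The value was -3.64 without M624 and M664, -2.92 without the 4 libraries with satellite reads and -3.25 after the background was taken off, of which the last cannot rule genomic reads out, and 2 of 100 splits of the tumors gave one as large. With camera's estimated correlation the set no longer passed, and it passed with the preset one in each fit that left out one tumor. Fewer osteoclasts in the Myc-knockin tumors is a hypothesis from these values, found and tested on the same data.

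For the macrophage markers, whose mean log2 fold change was -0.48, 21 of 100 splits gave a value as large, and the split along the satellite reads gave one of 0.55 in size, so that this technical difference gives as large a result as the genotype. Without M624 and M664 the value was -0.58 and still passed, so that pair did not account for it. Without the 4 libraries with satellite reads it was -0.53 and no longer past the threshold, with 3 tumors against M624 and M664, of which M664 (mean log2 CPM 5.38) lay within the range of the 3 p53-driven tumors and M624 (3.52) below it. Among the 4 libraries, F187 (4.53) lay within the range of the Myc-knockin tumors. Taking the background off gave -0.41, so the lower macrophage markers cannot be told apart from an effect of genomic reads. Fewer osteoclasts were weighed as well. The mean log2 fold change of the osteoclast markers less that of the macrophage markers was -2.66, but the osteoclast markers were already the set that fell most, so this value does not tell fewer osteoclasts from fewer macrophages. The 5 macrophage markers that osteoclasts share (Cd68, Csf1r, Tyrobp, Fcer1g and Trem2, a list chosen after seeing the data that holds all 3 markers called) fell by a mean log2 fold change of -1.34, Trem2 being higher, and the other 19 by -0.25, a contrast that the choice of the list favors. The mean log2 CPM of the other 19 differed between the groups by -0.41 (exact permutation p = 0.413), and their mean log2 fold change ran from -0.50 to 0.021 with single tumors left out.

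The direction of the oxidative phosphorylation genes may rest on the pair M624 and M664, because their mean log2 fold change was 0.33 with the pair and -0.32 without it. In the 5 libraries without satellite reads, which include the pair, it was 0.79. Without the pair every Myc-knockin library left has satellite reads, against 1 of the 4 p53-driven ones, and the value was -0.18 once the background was also taken off, so the pair is not shown to be the source.

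Several genes that the paper names belong at no claim made from these RNA-Seq samples. Mir17hg, the host gene of the miR-17 cluster, had 14.4 ± 4.70 CPM (SD, n = 5) in the Myc-knockin tumors and 2.73 ± 2.24 CPM (SD, n = 4) in the p53-driven tumors, a log2 fold change of 2.36 (edgeR adjusted p = 0.0392). It was called in 1 of the 9 fits that left out one tumor, and its log2 fold change without M624 and M664 was 2.19 (edgeR adjusted p = 0.0744). The call was also lost with the background subtracted (edgeR adjusted p = 0.0628), among all genes with at least 1 count and with library size alone. It was kept with DESeq2 and limma-voom. Its 2 counts in F187 and 9 in M9 had 2.5 and 4.4 expected as background. Adgre1, which encodes the antigen that the paper stained for macrophages, had a log2 fold change of -0.68 (edgeR adjusted p = 0.194), Itgam had -0.97 (edgeR adjusted p = 0.375; called without M408 and without the 4 libraries with satellite reads), Cd86 had -0.013 (edgeR adjusted p = 0.993) and Trp53 had 0.58 (edgeR adjusted p = 0.569). Arg1 had a log2 fold change of 4.71 (edgeR adjusted p = 0.0680), carried by 19.1 CPM in M351 and 64.6 CPM in M408. It was called with DESeq2 (4.55), among all genes with at least 1 count (4.53), with DESeq2 after background subtraction (4.85), with the satellite share as a covariate (3.85) and in 2 of the 9 fits that left out one tumor. Skeletal muscle in these tumors was tested as its source and was not borne out, since the lower muscle marker score of the pair was below the highest of the other libraries, a difference of -5.09 on the log2 scale.

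Of the 225 Reactome sets that the paper's table lists, 126 were also tested here, and 112 of these had the same direction as the paper's score. Of the 92 with an adjusted p under 0.25, 87 did. The tumors also differed in genes of the sex chromosomes. Xist had between 669 and 853 CPM in F325, F331, F368 and M351 and between 2.12 and 28.3 CPM in the other 5, and Ddx3y had at most 0.0944 CPM in the first group and at least 8.93 CPM in the second. These groups divide 3 of the 4 p53-driven from 4 of the 5 Myc-knockin tumors, and no result was adjusted for them. The 37 mitochondrial genes listed had 0 counts in all libraries.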
